# Escherichia coli Leucine-Responsive Regulatory Protein Bridges DNA *In Vivo* and Tunably Dissociates in the Presence of Exogenous Leucine

**DOI:** 10.1128/mbio.02690-22

**Published:** 2023-02-14

**Authors:** Christine A. Ziegler, Lydia Freddolino

**Keywords:** DNA bridging, FFRP, global regulator, Lrp, transcriptional regulation

## Abstract

Feast-famine response proteins are a widely conserved class of global regulators in prokaryotes, the most highly studied of which is the Escherichia coli leucine-responsive regulatory protein (Lrp). Lrp senses the environmental nutrition status and subsequently regulates up to one-third of the genes in E. coli, either directly or indirectly. Lrp exists predominantly as octamers and hexadecamers (16mers), where leucine is believed to shift the equilibrium toward the octameric state. In this study, we analyzed the effects of three oligomerization state mutants of Lrp in terms of their ability to bind to DNA and regulate gene expression in response to exogenous leucine. We find that oligomerization beyond dimers is required for Lrp’s regulatory activity and that, contrary to previous speculation, exogenous leucine modulates Lrp activity at its target promoters exclusively by inhibiting Lrp binding to DNA. We also show evidence that Lrp binding bridges DNA over length scales of multiple kilobases, revealing a new range of mechanisms for Lrp-mediated transcriptional regulation.

## INTRODUCTION

Bacterial transcription is controlled in a hierarchical manner in which a small number of highly expressed global regulators exert control over the expression of hundreds of transcription factors and downstream genes (1, 2). Escherichia coli has seven classically recognized global regulators: CRP, IHF, FNR, Fis, ArcA, H-NS, and Lrp (leucine-responsive regulatory protein) (1). Lrp is of particular interest due to its crucial role in nutrient sensing and its high level of conservation among prokaryotes; nearly half of sequenced bacteria and almost all sequenced archaea contain one or more Lrp homologs (3). While Lrp was originally identified in 1973 (4) and has since been shown to regulate as many as 32% of E. coli genes either directly or indirectly (5), little is known about the precise mechanism by which Lrp regulates its target genes (6).

Lrp is a small (18.8-kDa), basic (pI = 9.2), and highly abundant (~3,000 dimers/cell) DNA binding protein in E. coli (7) and is thought to sense the environmental nutritional status via exogenous l-leucine and regulate gene expression accordingly (7). The E. coli Lrp regulon consists of genes involved in amino acid metabolism, one-carbon metabolism, peptide and amino acid transport, flagellum and fimbria biosynthesis, osmotic stress, acid stress, and other virulence factors (5, 8–10), and Lrp is known to regulate 70% of the genes involved in the transition from logarithmic growth to stationary phase as nutrients are depleted (11). To accomplish its regulatory activities, Lrp was observed to utilize six modes of gene regulation: Lrp can activate or repress its target genes, and for each target, leucine can have no effect, augment Lrp’s effect, or inhibit Lrp (8, 9). Through several *in vitro* studies, it was hypothesized that Lrp exists predominantly as a hexadecamer (16mer) when l-leucine concentrations are low (such as in minimal medium) but that the oligomeric state switches to predominantly Lrp octamers in the presence of l-leucine, suggesting that leucine modulates Lrp function by altering Lrp’s oligomerization state (12–14). However, this hypothesis does not fully explain how leucine can augment Lrp function at some promoters, have no effect at others, and somehow inhibit the rest.

In this study, we determined a more precise mechanism by which exogenous l-leucine modulates Lrp gene regulation by analyzing the global effects of leucine on Lrp binding to DNA and its subsequent effects on gene expression via paired Lrp chromatin immunoprecipitation sequencing (ChIP-seq) and RNA polymerase (RNAP) ChIP-seq. In order to further investigate the function of various Lrp oligomerization states, we also analyzed the effects of exogenous leucine on a “dimer-only” Lrp mutant (ΔC11) and two “octamer-only” Lrp mutants, D114E and L136R, which were originally discovered through their inability to respond to leucine at the *ilvIH* promoter and were later characterized as octamer-only mutants through size exclusion chromatography and dynamic light scattering (12–15). Through these high-throughput experiments and targeted follow-up case studies, we determined that exogenous l-leucine inhibits Lrp binding to DNA at its target promoters. Lrp likely exists in an equilibrium of various higher-order oligomeric complexes that bridge DNA in minimal medium depending on the DNA sequence, and only the strongest Lrp binding sites maintain Lrp bound to the DNA in the presence of l-leucine. The dimer-only mutant is unable to bind DNA under any condition tested, demonstrating that Lrp requires oligomers larger than a dimer in order to bind DNA. The Lrp L136R mutant is mostly unable to sense exogenous leucine and therefore maintains higher-order oligomeric nucleoprotein complexes on target promoters, even in the presence of leucine. Meanwhile, the D114E mutant binds to canonical Lrp sites as well as additional nearby sites in minimal medium, suggesting that D114E stabilizes higher-order Lrp oligomers that bridge DNA. Thus, while neither the L136R nor the D114E mutant is strictly “octamer only,” the differing effects of these mutations on Lrp’s DNA binding and regulatory output allow us to parse out the effects of ligand binding and oligomerization.

## RESULTS

### Oligomeric Lrp mutants show altered growth phenotypes and regulatory outputs.

After constructing a reliable system for introducing and genetically modifying *lrp* at the *thyA* locus (Fig. 1A; see also Table S1 and Text S1 in the supplemental material) (28, 29), we proceeded to investigate how wild-type (WT) Lrp and various Lrp oligomerization mutants (D114E, L136R, and ΔC11) affected the general physiology of E. coli cells in minimal medium (Min) and the same medium supplemented with branched-chain amino acids (leucine/isoleucine/valine [LIV], in either exponentially growing (Log) or stationary phase (Stat) cells). The strain harboring the dimer-only ΔC11 mutant had roughly the same growth rate as that of the *lrp*::*scar* (“scar” refers to the FRT recombinase site left after marker excision) strain under both conditions (Fig. 1B). Intriguingly, while D114E and L136R were both originally identified as octamer-only mutants through size exclusion chromatography and dynamic light scattering experiments and were thus expected to behave similarly (13), D114E had a strong growth defect in Min that was restored in LIV, whereas L136R had the opposite effect on the growth rate (Fig. 1B). We next investigated the Lrp protein levels in each of our strains via Western blotting and confirmed that WT Lrp expressed from the *thyA* locus was present at levels comparable to those of WT Lrp expressed from the native *lrp* locus (Fig. 1C and Table S2). Despite ΔC11 strains growing at rates comparable to those of the *lrp*::*scar* strain, the dimer-only ΔC11 protein is present at only slightly lower levels than those of WT Lrp during logarithmic growth (>97% posterior probability of being lower than the WT level based on our Bayesian analysis [here, we abbreviate the posterior probability of a difference in the observed direction as *P*_diff_]); however, ΔC11 levels are substantially reduced over the course of the growth curve (*P*_diff_ > 99%). We obtained weaker evidence that D114E Lrp was more highly expressed than WT Lrp under all conditions tested (*P*_diff_ > 76%), while L136R Lrp was expressed at lower levels than WT Lrp (*P*_diff_ > 80%) (Fig. 1C and Table S2), which may partially explain the differential growth rates of these two octamer-only mutants. Thus, contrary to previous expectations regarding the octamer-only D114E and L136R Lrp variants, they in fact appear to have distinct responses to changing nutrient conditions.

**FIG 1:**
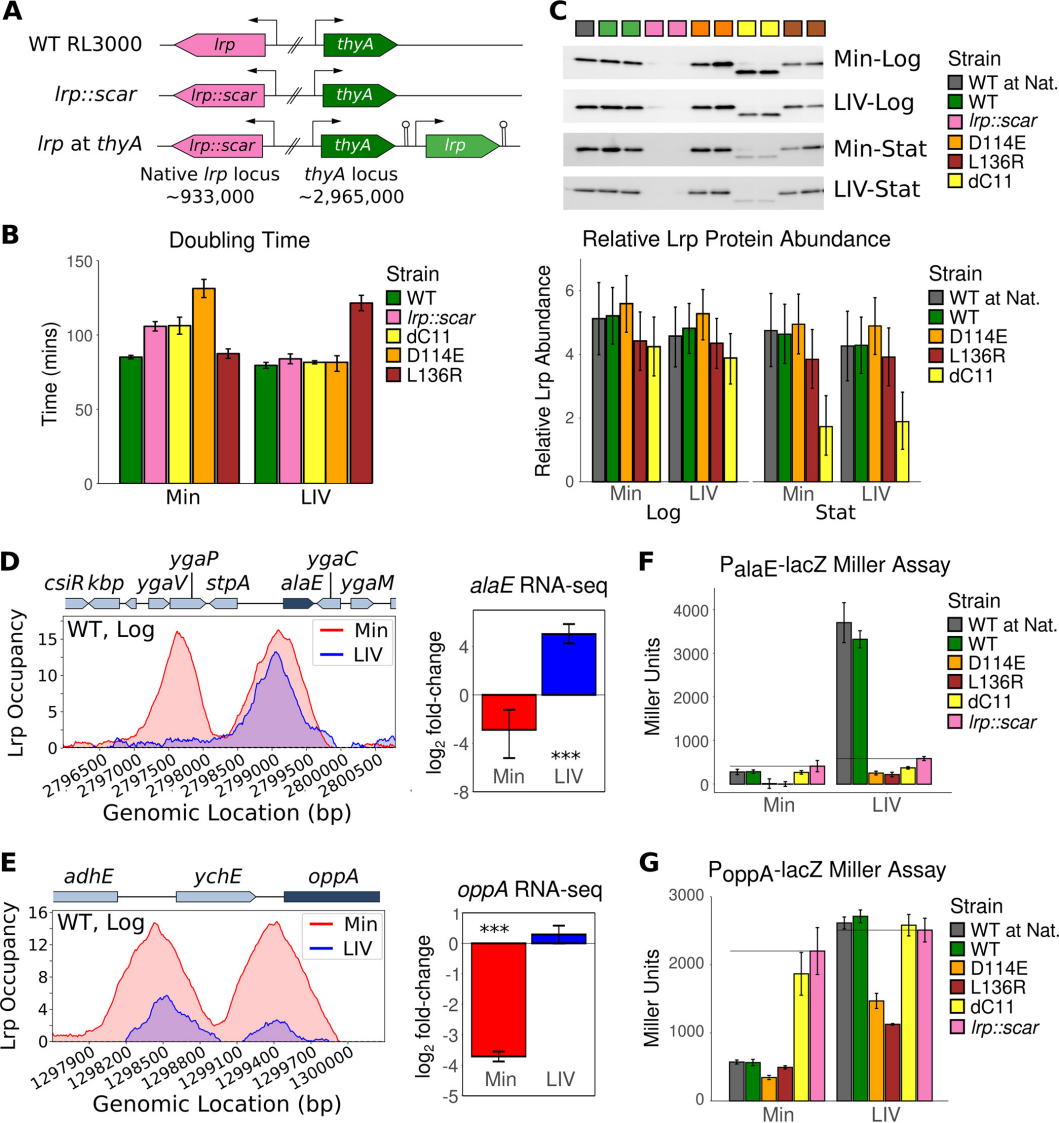
Lrp mutants display unique and consistent phenotypes. (A) Schematic of *lrp* genotypes used in our study. WT RL3000 contains *lrp* at the native locus (pink), whereas in the *lrp*::*scar* and *lrp* at *thyA* strains, the *lrp* ORF at the native locus has been fully removed. The *thyA* locus in these strains contains either *thyA* alone (*lrp*::*scar*) or *thyA* immediately upstream of a bidirectional-terminator-flanked *lrp* gene with its native promoter (*lrp* at *thyA*). Arrows represent promoters, hairpins represent bidirectional terminators, and numbers below the genes indicate their approximate genomic coordinates. All strains were constructed in duplicate; we refer to the two copies of each intended genotype as “lineage replicates.” (B) The doubling times of *lrp* strains in Min and LIV M9 minimal media were calculated during mid-log phase. Each bar represents the mean from two biological replicates each of two independently constructed lineages of each strain. Error bars represent the standard deviations across all four observations. All *lrp* variants in this experiment are at the *thyA* locus, including the WT. (C, top) Representative Western blot for each condition and time point showing both lineages of each strain (see Text S3 in the supplemental material for details). (Bottom) Inferred Lrp abundances under each condition obtained by fitting a Bayesian model for Lrp protein levels (based on the pixel density of Western blots divided by the sum of the pixel density from a total protein blot) across strains, conditions, and both biological and lineage replicates. Error bars indicate 95% credible intervals. For model fitting, the *lrp*::*scar* strain was excluded because there was no Lrp present in the Western blots for these samples. (D, left) Replotted WT Lrp ChIP-seq data from a previous study (5) for the *stpA-alaE* region during mid-log phase, where the *y* axis represents the *lrp*::*scar*-subtracted z-scores of Lrp-ChIP relative the to input for Min (red) and LIV (blue). (Right) Replotted log_2_ fold changes of *alaE* transcript levels from a previous study (5) of WT Lrp cells relative to *lrp*::*scar* cells during mid-log phase in Min (red) and LIV (blue). Error bars represent 95% confidence intervals. (E) Same as panel D except for the *oppA* locus. (F) Bar graph representing the mean Miller units from the *P_alaE_*-*lacZ* reporter Miller assay from two technical replicates from each of two lineage replicates for each strain under each condition (Min and LIV) at mid-log phase. Error bars represent the standard deviations across all four observations. Black horizontal lines represent the Miller units for the *lrp*::*scar* strain under that condition. (G) Same as panel F except with the *P_oppA_-lacZ* reporter construct.

10.1128/mbio.02690-22.1 TEXT S1 Description of the genetic background used for *lrp* mutants in the present study. Download Text S1, PDF file, 0.04 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.02690-22.7 TABLE S1 Strains used in the present study. Shown for each strain are the name commonly used in the present work, the complete genotype, and origins (see Text S3 in the supplemental material for details of strain construction). Download Table S1, XLSX file, 0.01 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.02690-22.3 TEXT S3 Detailed description of all methods used in the present study. Download Text S3, PDF file, 0.1 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.02690-22.8 TABLE S2 Statistical analysis of quantitative Western blot data. Summary statistics are given for Bayesian fits to the quantitative Western blot data shown in Fig. 1C. “value” indicates the fitted value from the model, “ci.lo” and “ci.hi” are the bottom and top of a 95% credible interval for the value, “P_diff” indicates the posterior probability of a difference versus the wild-type strain in the same medium in the indicated direction, and “fitted_plot” and subsequent columns indicate the fitted values (and credible intervals) transformed back to the original intensity units. Download Table S2, XLSX file, 0.01 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To assess how the oligomerization Lrp mutants affect gene expression at well-studied Lrp-leucine regulated promoters, we next constructed *lacZ* reporter strains at the native *alaE* and *oppA* promoters. These two loci were selected due to their unique Lrp binding patterns and responses to leucine in previous experiments (5). The *alaE* promoter contains two strong Lrp peaks in Min that cause a slight repression of *alaE*, whereas only one of the two Lrp peaks is maintained in LIV, causing the strong activation of *alaE* (Fig. 1D). On the other hand, WT Lrp forms two strong peaks at the *oppA* promoter in Min that repress *oppA*, but these Lrp peaks are both abrogated in LIV, and *oppA* becomes derepressed (Fig. 1E). Our WT and *lrp*::*scar* Miller assays reproduced these findings reported previously by Kroner et al. (5) for both *alaE* (Fig. 1F) and *oppA* (Fig. 1G). Furthermore, the regulation at both of these promoters by WT Lrp expressed from either the native locus (Fig. 1, black bars) or the *thyA* locus (green bars) was comparable across conditions, confirming that our *lrp-thyA* constructs mimic WT strains. The dimer-only Lrp mutant (ΔC11) behaved like the *lrp::scar* mutant at *oppA* (Fig. 1G) but appeared to have a slight repressive effect on *alaE* relative to *lrp*::*scar* regardless of the LIV status (Fig. 1F), suggesting that Lrp ΔC11 has a possible regulatory effect on at least some Lrp-regulated promoters.

Both D114E Lrp and L136R Lrp repressed *oppA* in Min and maintained most of their repression in LIV (Fig. 1G). These two octamer-only Lrp mutants also behaved similarly at the *alaE* promoter, where they both repressed *alaE* even more strongly than WT Lrp in minimal medium, and this repression was relieved in LIV (Fig. 1F). Unlike WT Lrp, for both octamer-only mutants, *alaE* expression was not activated by LIV. Collectively, these data confirm that our genetic system reproduces previous data and also demonstrate the potential regulatory role of dimer-only ΔC11. However, at least for the two target promoters considered here, the octamer-only D114E and L136R variants have similar regulatory effects, which cannot explain the opposite growth phenotypes of these two strains (Fig. 1B). To address the discrepancy between the observed results of reporter assays and the growth phenotypes, we took a high-throughput approach to globally assess Lrp binding and regulation of gene expression in response to different Lrp mutants and conditions.

### Paired Lrp and RNAP ChIP-seq reproduces previous findings and reveals unique binding patterns for each oligomerization Lrp mutant.

We performed a paired Lrp and RNA polymerase (RNAP) ChIP-seq experiment (Fig. 2A) to measure global Lrp binding and regulatory effects and detected a total of 793 significant Lrp binding sites across the genome under at least one condition. 

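The RNAP ChIP-seq data of the WT, D114E and L136R strains and of the lrp::scar strain, which lacks lrp, were collected in Min and in LIV, where leucine, isoleucine and valine were added at 0.2% each. Cells were harvested in mid-log phase and 12 h later in stationary phase. Each strain had 4 RNAP ChIP libraries per medium and phase, from 2 biological replicates of each of 2 lineages, and lrp::scar had 3 in LIV. The authors counted reads over 3691 TUs and fitted each strain against lrp::scar in its own medium and phase with DESeq2, which gave 12 tables of log2 fold changes of RNAP, relative to input, with standard errors, p-values and IHW q-values. Each table pools the libraries of both lineages, so no value per library or per lineage was used here, and the depth of each library is unknown. The authors' deposited tables give a mean normalized count per TU instead, with a median over TUs from 1034 in WT Min-Log to 1322 in L136R LIV-Stat and a 5th percentile from 95.3 to 128. From the deposited values, the leucine effect of a strain was computed as the log2 fold change in LIV minus that in Min, and strains were compared by subtracting the value of WT, each difference being divided by the root of the summed squared standard errors. These z tests were 2-sided and adjusted by the Benjamini-Hochberg method over the TUs with a p-value in every table used, and an adjusted p under 0.05 was the threshold. Comparisons between strains in one medium share the lrp::scar libraries, which makes their summed standard errors too large, so the same differences were also tested with the covariance of the shared libraries. The lrp TU itself had log2 fold changes from 2.95 to 3.89 over the 6 log-phase comparisons of the authors' deposited tables, with standard errors from 1.55 to 1.93. In stationary phase the same authors' deposited tables list it between -0.55 and -0.30 in Min and between -3.29 and -3.13 in LIV. Where lrp is deleted, neither RNAP ChIP nor input should hold reads of it, so this fold change rests on few control reads and does not check the strain labels.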

The samples (Fig. 2B, *x* axis) are clustered into six groups (I to VI). Group I consists of dimer-only Lrp ΔC11 samples and generally exhibits low levels of binding to DNA at most Lrp binding sites, indicating that this dimer-only mutant is deficient in DNA binding. We thus excluded Lrp ΔC11 from further ChIP-seq analyses. Group II is a mixture of WT and D114E samples, both grown in LIV, which also exhibited lower levels of Lrp binding, with the exception of a few highly occupied sites. Group III (L136R-LIV) and Group IV (WT-Min) cluster closely, indicating that at the genome-wide level, L136R often fails to recognize exogenous leucine. Similarly, Group V (L136R-Min) and Group VI (D114E-Min) cluster closely and exhibit the highest levels of Lrp binding of all samples. Given that D114E and L136R were both identified as octamer-only mutants, it was notable that D114E exhibits exogenous leucine sensitivity but that L136R does not (given the similarity of Groups III and IV), potentially explaining the difference in the growth rates between these two mutants (Fig. 1B). As described in Text S2, we also categorized the genes into eight classes. Overall, the general trend is that Lrp is more broadly bound to DNA in minimal medium than in leucine-containing medium (with the exception of L136R, which mostly cannot sense leucine). Furthermore, there are many novel sites occupied by D114E and, to a much lesser extent, L136R. Thus, a genome-wide perspective reveals substantive differences in the behaviors of the two octamer-only (D114E and L136R) mutants, with D114E showing a fundamentally altered profile of binding locations, whereas L136R binds more strongly to canonical Lrp sites in the genome and persists in binding regardless of leucine.

**FIG 2:**
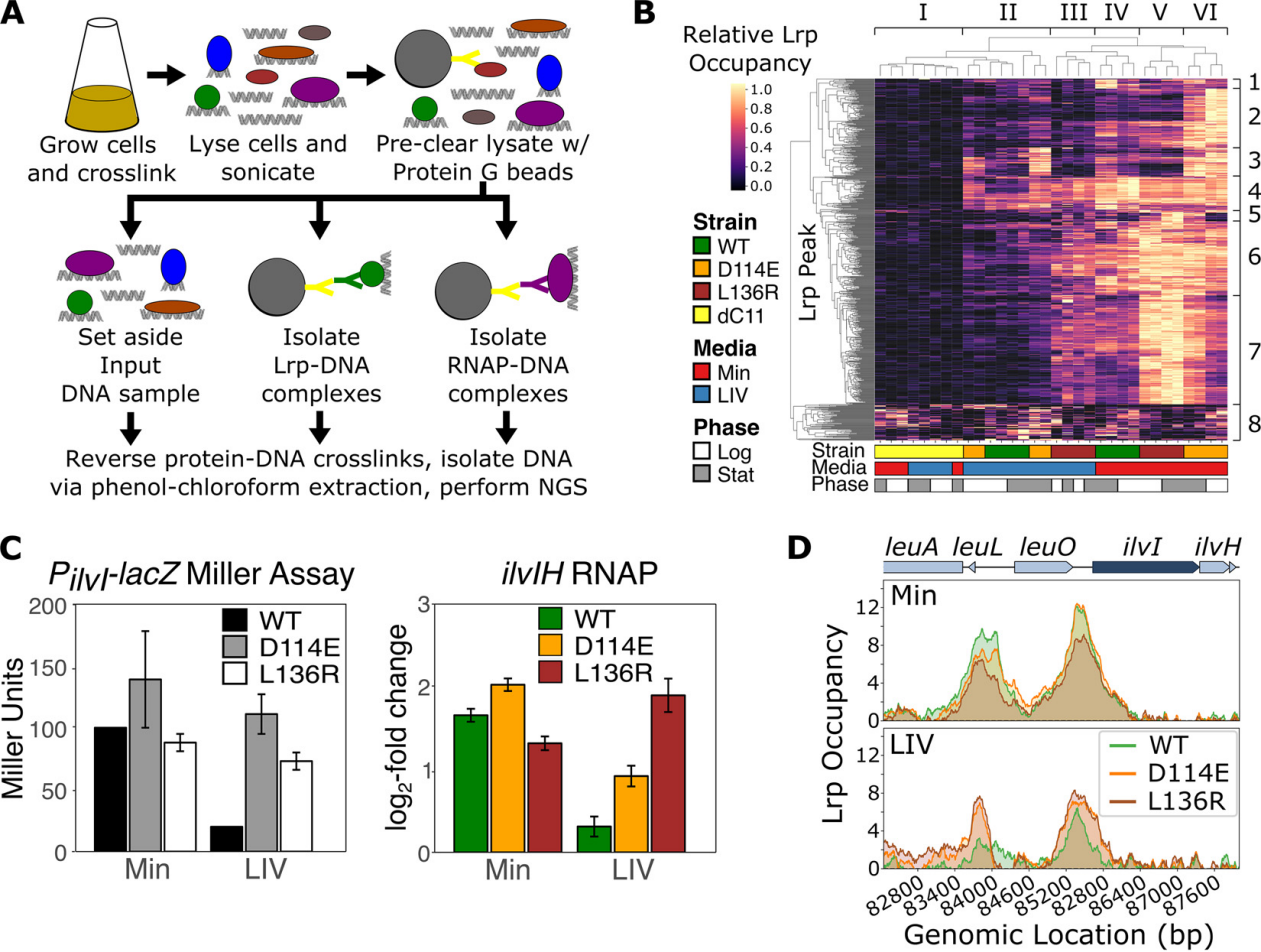
Paired Lrp and RNAP ChIP-seq reveals several key features of Lrp binding and regulatory effects. (A) Schematic of the paired Lrp and RNAP ChIP-seq experimental workflow, where proteins are represented as colored circles; magnetic protein G beads are represented as large gray circles with a Y-shaped yellow antibody attached to the surface; Lrp and RNAP are represented by green and purple circles, respectively; and Lrp- and RNAP-specific antibodies are represented by green and purple Y shapes, respectively. See Text S3 in the supplemental material for a detailed protocol. NGS, next-generation sequencing. (B) Heat map of Lrp occupancy at all Lrp binding regions across all strains, media, and time points, where the *x* axis indicates each sample, the *y* axis represents each of the 793 significant unique Lrp binding sites that were identified in at least one strain under at least one condition, and the color at each position represents the row-normalized Lrp occupancy in that sample at that location (Lrp occupancy divided by the maximum value in each row). Each column represents the mean from two biological replicates, and each lineage replicate is plotted separately. Both the *x* and *y* axes were clustered by Euclidean distance (taking the average distances between cluster members), generating Groups I to VI (samples) on the *x* axis and Classes 1 to 8 (binding-site categories) on the *y* axis. (C) Comparison of replotted data from *P_ilvIH_*-*lacZ* Miller assays reported previously by Platko and Calvo (15) for the Lrp variants shown (left) with our RNAP ChIP-seq data for *ilvIH* (right). The RNAP ChIP data show the log_2_ fold changes in *lrp*::*scar*-subtracted RNAP occupancy relative to the input for *ilvIH* for WT, D114E, and L136R Lrp at mid-log phase in Min and LIV. Each bar represents the mean from two biological replicates for each of the two lineages, and the error bars represent the standard errors. (D) Mean Lrp occupancy (*lrp*::*scar*-subtracted) robust z scored log-ratio (rz-log ratio of Lrp relative to the input) (*y* axis) across both biological and lineage replicates for each strain in Min (top) and LIV (bottom) during mid-log phase at the *ilvIH* locus. Changes in RNAP occupancy in panel C are roughly correlated with Lrp occupancy upstream of *ilvIH*.

10.1128/mbio.02690-22.2 TEXT S2 Detailed description of different classes of Lrp-regulated genes. Download Text S2, PDF file, 0.03 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To quantify differences in Lrp binding across genotypes and conditions, we first calculated the number of significant peaks, both under each condition and overall within a genotype (Fig. S1). Overall, WT Lrp had the fewest peaks (440 overall), with L136R and D114E having significantly more peaks (517 and 556, respectively). However, the overall distribution of peaks within a genotype across conditions remained similar, with Min-Log and Min-Stat having the most peaks and LIV-Log having the fewest. We next investigated the role of these Lrp peaks in gene regulation and saw that Lrp binding sites are strongly enriched at promoters (Fig. S1), with 37.95% of WT, 35.07% of D114E, and 35.98% of L136R peaks overlapping at least one annotated transcription start site (TSS), all representing significant enrichments over what would be expected by chance (*P* < 0.01 by approximate permutation tests). For the Lrp peaks overlapping a TSS, we next calculated the number of transcription units (TUs) that are directly regulated by Lrp (i.e., Lrp binds to the TSS, and there is a significant Lrp-dependent change in RNAP occupancy across the gene body) and found that 41.92% of WT-, 33.33% of D114E-, and 51.61% of L136R-regulated TUs were under direct Lrp regulation under at least one condition tested. 

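At an IHW q-value under 0.05, the authors' deposited tables call 446 of 3690 TUs for WT in Min-Log (282 with more RNAP than lrp::scar and 164 with less) and 507 of 3662 in LIV-Log (142 with more and 365 with less). The authors' deposited tables call 292 TUs for D114E in Min-Log and 369 in LIV-Log, and 441 and 258 for L136R. In stationary phase, the calls in the authors' deposited tables number 31 for WT, 89 for D114E and 458 for L136R in Min, and 14, 1 and 8 in LIV. The deleted lrp itself is 1 of the calls of each strain in LIV-Stat, and the only one for D114E. Joined over the 4 tables of a strain, 856 TUs were called at least once for WT, 629 for D114E and 962 for L136R. Several TUs of the annotation hold the same genes and share all their reads, and as distinct sets of genes these numbers were 636, 484 and 713. Both log-phase tables called 125 TUs for WT, of which 68 changed in the same direction. For D114E, 70 of 95 did so, and for L136R 94 of 103. A minimum absolute log2 fold change of 1 moved the number of calls most, to 46 for WT in Min-Log and 47 in LIV-Log. Which of these TUs carry an Lrp peak at their TSS was not analysed here.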

Given that Lrp binding is strongly enriched at promoters, it is likely that the remaining poised Lrp sites could become direct targets under a condition not tested in this experiment, as was previously suggested (5). The role of Lrp sites within open reading frames (ORFs) remains unclear, although given that the presence of Lrp at these sites does not significantly affect the expression of the respective genes, it is likely that these sites serve as decoys in order to correctly titrate Lrp levels at functional sites (16, 17).

10.1128/mbio.02690-22.4 FIG S1 Heat maps of total Lrp peaks, Lrp peaks at promoters, and direct Lrp targets for each strain and condition. For each plot, the numbers in each box represent the total numbers (or percentages) of unique Lrp peaks or transcription units (TUs) across both biological replicates of both lineage replicates for each strain under each condition. The “Total” column in each heat map represents the total number of unique Lrp peaks or TUs within each strain across all conditions and is not simply the sum across the row. Asterisks represent the significance relative to WT Lrp under that condition (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). The significance for total numbers was calculated by comparing rates using the poisson.test function in R, whereas the significance of percentages was determined using a 2-sample test for the equality of proportions using the prop.test function in R. Download FIG S1, TIF file, 0.9 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further validate our system and confirm that the high-throughput paired Lrp and RNAP ChIP-seq data reflected previous findings, we examined the regulation of the *ilvIH* locus. In their 1993 study using *P_ilvIH_-lacZ* reporters, Platko and Calvo found that WT Lrp (compared with a Δ*lrp* strain) strongly activated *ilvIH* in Min but not LIV, whereas D114E and L136R strongly activated *ilvIH* in both Min and LIV (replotted in Fig. 2C, left) (15). We note that D114E and L136R were first identified for their inability to respond to leucine at the *ilvIH* promoter. 

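The ilvI and ilvH genes lie from 85630 to 87354 and from 87357 to 87848 on the MG1655 chromosome, and the ilvIH TU had a mean normalized count between 1850 and 2672 in the log-phase tables. Its log2 fold change of RNAP in the authors' deposited table was 1.55 (SE 0.069, q = 2.21e-109) for WT in Min and 0.34 (SE 0.11, q = 0.0103) in LIV. For D114E the authors' deposited table gives 1.91 (SE 0.071, q = 4.94e-158) in Min and 0.90 (SE 0.10, q = 4.07e-16) in LIV. The values of L136R in the authors' deposited table are 1.27 (SE 0.073) in Min and 1.76 (SE 0.17) in LIV. The leucine effect, LIV minus Min, was -1.21 (SE 0.13, adjusted p = 3.80e-19) for WT and -1.01 (SE 0.12, adjusted p = 1.57e-13) for D114E. These effects differed by 0.19 (SE 0.18), which did not pass the threshold (adjusted p = 0.708). With L136R, LIV raised the value by 0.50 (SE 0.19), with an adjusted p of 0.0699 that fell to 0.0430 when each table was centred on its median. Its effect differed from that of WT by 1.70 (SE 0.23, adjusted p = 1.10e-11). In LIV, RNAP at ilvIH was higher with L136R than with WT by 1.42 (SE 0.20, adjusted p = 4.76e-10). D114E exceeded WT in LIV by 0.55 (SE 0.15), with an adjusted p of 0.0526 from summed standard errors, 0.0243 after centring and 2.97e-06 with the covariance of the shared lrp::scar libraries. Dividing all z values by their robust SD raised the adjusted p of the difference between the effects of L136R and WT to 0.305.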

The change in the average RNAP occupancy (relative to that of the *lrp*::*scar* mutant) across the *ilvIH* transcripts in our experiments (Fig. 2C, right) revealed the same patterns of Lrp regulation, demonstrating strong reproducibility between our experiments. Furthermore, we noticed a striking correlation between the degree of Lrp binding at the *ilvIH* promoter and *ilvIH* expression across strains and media, where LIV reduced WT Lrp binding to the promoter but not D114E or L136R (Fig. 2D).

### Leucine inhibits WT Lrp binding to DNA.

One of the major questions regarding E. coli Lrp is how leucine can have no effect on Lrp at some promoters (independent), a concerted effect with Lrp on others, and an inhibitory (reciprocal) effect on Lrp for the remainder (8, 9). To globally address this question, we first plotted Lrp occupancy within each sample at all 440 significant WT Lrp binding sites (Fig. 3A). It is immediately apparent that leucine reduces or completely prevents Lrp binding at nearly all of these regions, suggesting that exogenous leucine ultimately acts to inhibit Lrp binding to DNA. To investigate the relationship between WT Lrp binding at promoters and the changes in expression at the accompanying TUs, we next plotted the occupancy of Lrp within a 2-kb window of all 142 annotated TSSs overlapped by a WT Lrp peak (Fig. 3B) alongside the Lrp-dependent change in RNAP occupancy at the associated TU (here, we use the presence of RNA polymerase in the gene body as a proxy for active transcription and quantify it accordingly) (Fig. 3C). The LIV-Log condition in Fig. 3B shows greatly reduced Lrp occupancy at TSSs relative to Min-Log, and these changes in Lrp binding at TSSs are associated with substantial changes in gene expression (Fig. 3C [note that the RNAP occupancy at promoters shows substantially different rank orderings in LIV-Log versus Min-Log]).

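Across the 828 TUs called for WT in Min-Log or LIV-Log, the log2 fold changes of RNAP in the 2 media had a Spearman rho of 0.0485. TUs are not independent replicates, and no p-value is given. Tables redrawn 1000 times from the deposited standard errors with no leucine effect gave a mean rho of 0.834, with the central 95% between 0.802 and 0.863. Over all TUs with a p-value in both tables, rho was -0.231. The leucine effect passed the threshold at 585 of 3662 TUs, with a higher value in LIV at 174 and a lower one at 411, and its median size among these was 0.65. The z values of all TUs had a robust SD of 1.97, and dividing them by it left 29 TUs past the threshold, the alternative that moved this number most. In stationary phase, 2 TUs passed it, both with a lower value in LIV, and 159 had an unadjusted p under 0.05. Among the TUs of the paper's text, alaE rose in LIV by 3.18 (SE 0.24, adjusted p = 7.60e-38), oppABCDF by 2.61 (SE 0.21) and dadAX by 2.20 (SE 0.21). The leuLABCD TU changed by -1.92 (SE 0.18). These values cover every TU of the tables, whether or not Lrp binds its TSS.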

**FIG 3:**
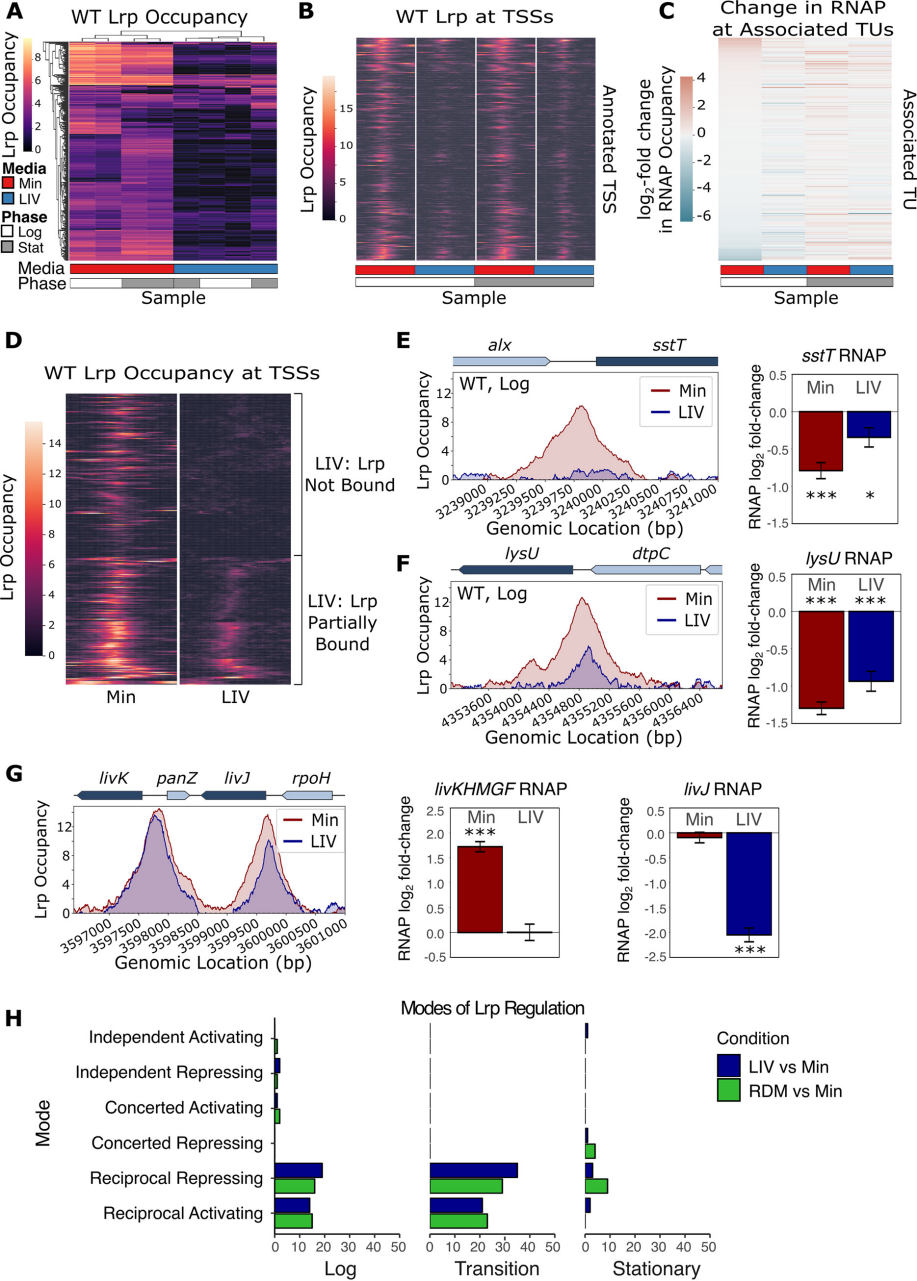
Leucine abrogates or reduces WT Lrp binding to DNA. (A) Heat map of WT Lrp occupancy at all significant WT Lrp binding sites across conditions. The *y* axis contains all 440 significant WT Lrp binding sites, the *x* axis shows the averages from both biological replicates for each lineage replicate in each medium (red, Min; blue, LIV) and each time point (white, mid-log phase; gray, stationary phase), and the color at each location represents the *lrp*::*scar*-subtracted Lrp occupancy. Both the *x* and *y* axes are clustered by similarity. Note that because of our use of lineage replicates, in this and subsequent figures using similar formats, each combination of biological variables (i.e., medium, genotype, and growth phase) appears twice, with each instance representing the average across biological replicates for a given lineage. (B) Transcription start site (TSS) pileup plot for each WT Lrp condition. TSS pileup plots, where each row represents a Lrp-regulated TSS and each column is centered on the annotated TSS, show the WT Lrp occupancy within ±1 kb of that TSS (color), oriented so that transcription proceeds to the right. For each of the four conditions (columns), the WT Lrp occupancy shown represents the mean from both biological replicates of both lineage replicates. (C) Heat map of changes in RNAP occupancy showing the log_2_ fold change in the *lrp*::*scar*-subtracted RNAP signal relative to the input for the transcription unit (TU) downstream of the annotated TSS in the corresponding row of the pileup plot from panel B, where a positive value (red) indicates activation and a negative value (blue) indicates repression. The color represents the mean change in RNAP occupancy across the entire TU for both biological replicates of both lineage replicates. (D) TSS pileup plot for WT Lrp in mid-log phase (equivalent to the first two columns of panel B), sorted by the effect of LIV on Lrp binding at each TSS. The data fall into two distinct classes of WT Lrp binding at a TSS: leucine fully abrogates WT Lrp binding (top), or leucine reduces WT Lrp binding to the TSS (bottom). (E) Example of LIV abrogating WT Lrp binding to a TSS. (Left) WT Lrp occupancy at the *sstT* locus at mid-log phase in Min (red) or LIV (blue). (Right) Log_2_ fold change in RNAP occupancy across the *sstT* TU at mid-log phase in Min (red) or LIV (blue), where positive values represent gene activation and negative values represent repression. Error bars represent the standard errors of the means. *, independent hypothesis weighting (IHW) *q* value of <0.05; **, IHW *q* value of <0.01; ***, IHW *q* value of <0.001. (F) Example of LIV significantly reducing WT Lrp binding to a TSS (same as panel E except at the *lysU* locus). (G) Example of LIV having a minimal effect on WT Lrp binding to a TSS (same as panel E except at the *livKHMGF-livJ* locus). (H) Classification of TUs into the six modes of gene regulation based on RNA expression changes and Lrp binding to the promoter regions. Direct Lrp targets from the paired Lrp ChIP-seq and RNA-seq data set reported previously by Kroner et al. (5) were classified into one of the six categories of Lrp gene regulation (independent, concerted, or reciprocal with Lrp either activating or repressing) based on whether Lrp was bound to the associated TSS and the changes in gene expression were significant. Because that study used Min, LIV, and rich defined medium (RDM), all genes were classified into the six classes of Lrp regulation by comparing either LIV to Min (blue) or RDM to Min (green). “Transition” indicates the time point when cells are transitioning from logarithmic growth into stationary-phase growth.

We noticed that the TSSs with the highest WT Lrp occupancy in LIV were those with the greatest Lrp-mediated changes in expression at the associated TU (Fig. 3B, top and bottom rows of the LIV-Log column). To further investigate the effect of exogenous leucine on Lrp binding to DNA, we next clustered the WT Lrp-regulated TSSs by similarity in Lrp occupancy profiles during exponential growth. These TSSs fell into two distinct classes: those that completely lost Lrp binding in LIV relative to Min (Fig. 3D, top) and those that were partially bound in LIV relative to Min (Fig. 3D, bottom). As an example of the former case, Fig. 3E illustrates WT Lrp occupancy at the *sstT* locus, where Lrp binding is abrogated in LIV. The removal of Lrp binding to the *sstT* promoter in LIV also caused reduced repression of *sstT* (Fig. 3E, right, where Lrp-dependent repression is reduced in LIV). In contrast, Fig. 3F shows WT Lrp occupancy at the *lysU* locus, where Lrp occupancy is reduced but not completely abrogated in LIV relative to Min; here, the change in *lysU* expression between Min and LIV is not as strong as that for *sstT* (Fig. 3F, right). 

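The sstT gene lies from 3239944 to 3241188 on the MG1655 chromosome. With WT, its log2 fold change of RNAP in the authors' deposited table was -0.79 (SE 0.11, q = 1.16e-11) in Min and -0.34 (SE 0.13, q = 0.0420) in LIV. LIV changed it by 0.45 (SE 0.17, adjusted p = 0.0497). This value sits at the threshold, since the adjusted p was 0.0657 after centring each table on its median, 0.0554 with 1 TU per set of genes and 0.981 after division by the robust SD.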

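The lysU gene lies from 4353200 to 4354717 and had a log2 fold change of -1.296 (SE 0.084) for WT in Min and -0.93 (SE 0.13) in LIV in the authors' deposited table. Its leucine effect was 0.36 (SE 0.16, adjusted p = 0.0969). The effects at sstT and lysU differ by less than either standard error.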

Out of all 142 WT Lrp-regulated TUs, there was only one exception to the trend that leucine inhibits or reduces Lrp binding to DNA, *livK*-*livJ* (Fig. 3G), which maintained high Lrp occupancy in LIV albeit still slightly reduced relative to that in Min. 

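The livKHMGF TU, whose livK gene lies from 3596451 to 3597560, had a log2 fold change of RNAP of 1.72 (SE 0.10) for WT in Min and 0.0043 (SE 0.16, q = 0.889) in LIV in the authors' deposited table. The difference between LIV and Min was -1.72 (SE 0.19, adjusted p = 1.03e-16). For livJ, which lies from 3598555 to 3599658, the authors' deposited table lists -0.094 (SE 0.11, q = 0.537) in Min and -2.05 (SE 0.14) in LIV. The leucine effect at livJ was -1.95 (SE 0.17, adjusted p = 3.14e-26). Both effects passed the threshold under each alternative tried.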

Intriguingly, despite *livKHMGF* and *livJ* having similar Lrp occupancies at their TSSs in Min and LIV, the Lrp-dependent expression levels are significantly different between these two conditions, indicating that other factors are interacting at these promoters with Lrp, as has also been observed for the *pap* promoter in uropathogenic E. coli (18).

Collectively, our findings suggest that the role of leucine in Lrp-mediated gene regulation is to inhibit Lrp binding to DNA (either partially or fully, depending on the site). To address the discrepancy with previous classifications of Lrp targets into concerted, reciprocal, or independent (see above), we turned to the paired Lrp ChIP-seq and RNA sequencing (RNA-seq) data set reported previously by Kroner et al. (5) and classified all directly Lrp-regulated TUs (defined as those with Lrp bound at the promoter that also had significant Lrp-dependent changes in expression under at least one condition) into one of the six previously posited modes of regulation (Fig. 3H). The only categories containing substantial numbers of TUs were the reciprocal activating and reciprocal repressing modes, further demonstrating that leucine’s role in Lrp gene regulation is almost exclusively to inhibit Lrp and that any instances of the other four modes of regulation represent highly unusual special cases (and may well arise partly due to indirect effects of Lrp).

### L136R Lrp shows greatly reduced sensitivity to exogenous leucine.

The clustering of similar Lrp occupancy patterns in Fig. 2B revealed that L136R in LIV behaved almost identically to WT Lrp in Min (Groups III and IV), suggesting that L136R is mostly insensitive to LIV. We further characterized the L136R octamer-only mutant by generating a heat map of L136R occupancy at all 517 regions for which a significant L136R peak was called under at least one condition (Fig. 4A, right) and compared these findings with the occupancy profile of WT Lrp (Fig. 4A, left). Consistent with our findings from Fig. 2B, the L136R mutant binds to DNA with similar intensities in Min and LIV, unlike WT Lrp, as quantified by pairwise Spearman correlations of Lrp occupancy profiles between conditions in Fig. 4B. To investigate whether this leucine-insensitive effect remains true for L136R-mediated gene regulation, we plotted L136R occupancy at all 156 TSSs overlapped by an L136R Lrp peak (Fig. 4C), along with the changes in RNAP occupancy within the associated TU (Fig. 4D). Both the TSS pileup plots and the changes in RNAP occupancy were similar when comparing Min-Log with LIV-Log, with L136R occupancy decreasing only slightly in LIV-Log relative to Min-Log, demonstrating that L136R is mostly insensitive to leucine with respect to both DNA binding and gene regulation. It is also notable that unlike the case with the wild-type Lrp data in Fig. 3C, in Fig. 4D, we observe that the profile of RNAP occupancy at Lrp-associated promoters is strongly correlated under the Min-Log versus the LIV-Log conditions for the L136R mutant (Fig. 4D).

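For L136R, the log2 fold changes of RNAP in Min-Log and LIV-Log had a Spearman rho of 0.284 across the 596 TUs called in either table, and tables redrawn with no leucine effect gave 0.835 (central 95% from 0.800 to 0.869). The same rho for D114E was 0.204 over 566 TUs. The choice of TUs moved these values most: over all TUs rho was -0.173 for L136R and 0.0558 for D114E. Over TUs called in both tables, rho was 0.836 for L136R, 0.272 for WT and 0.475 for D114E. That choice was made after seeing the values and leaves out the TUs called in a single medium. The leucine effect of L136R passed the threshold at 334 of 3664 TUs (226 higher in LIV and 108 lower), and at 14 after division of the z values by their robust SD. Its difference from the leucine effect of WT passed the threshold at 916 of 3653 TUs, and at 8 after division by the robust SD. In stationary phase, no leucine effect of L136R passed the threshold (0 TUs), and 212 TUs had an unadjusted p under 0.05. Among TUs past the threshold with a mean count of at least 10 in both tables, the largest effects of L136R were at bssR, -3.17 (SE 0.44), and lysC, -3.15 (SE 0.25), and leuLABCD rose by 2.30 (SE 0.29). The TUs bound by L136R at the TSS, which Fig. 4D shows, were not singled out here.

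**Figure D1:**
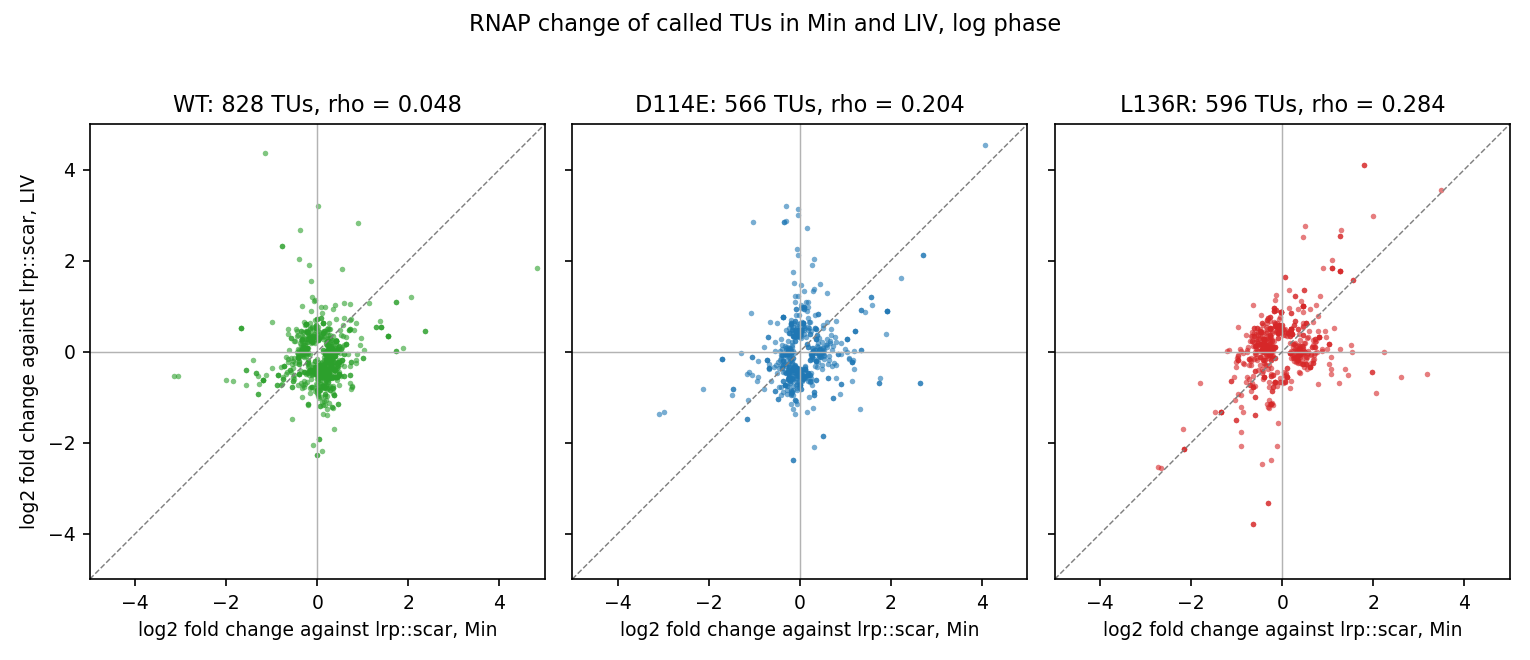
Log2 fold change of RNAP against lrp::scar in Min (x axis) and LIV (y axis) in log phase, from the authors' deposited tables; each point is a TU called in either table and the dashed line marks equal values. The Spearman rho across the points is 0.0485 for WT, 0.204 for D114E and 0.284 for L136R.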

**FIG 4:**
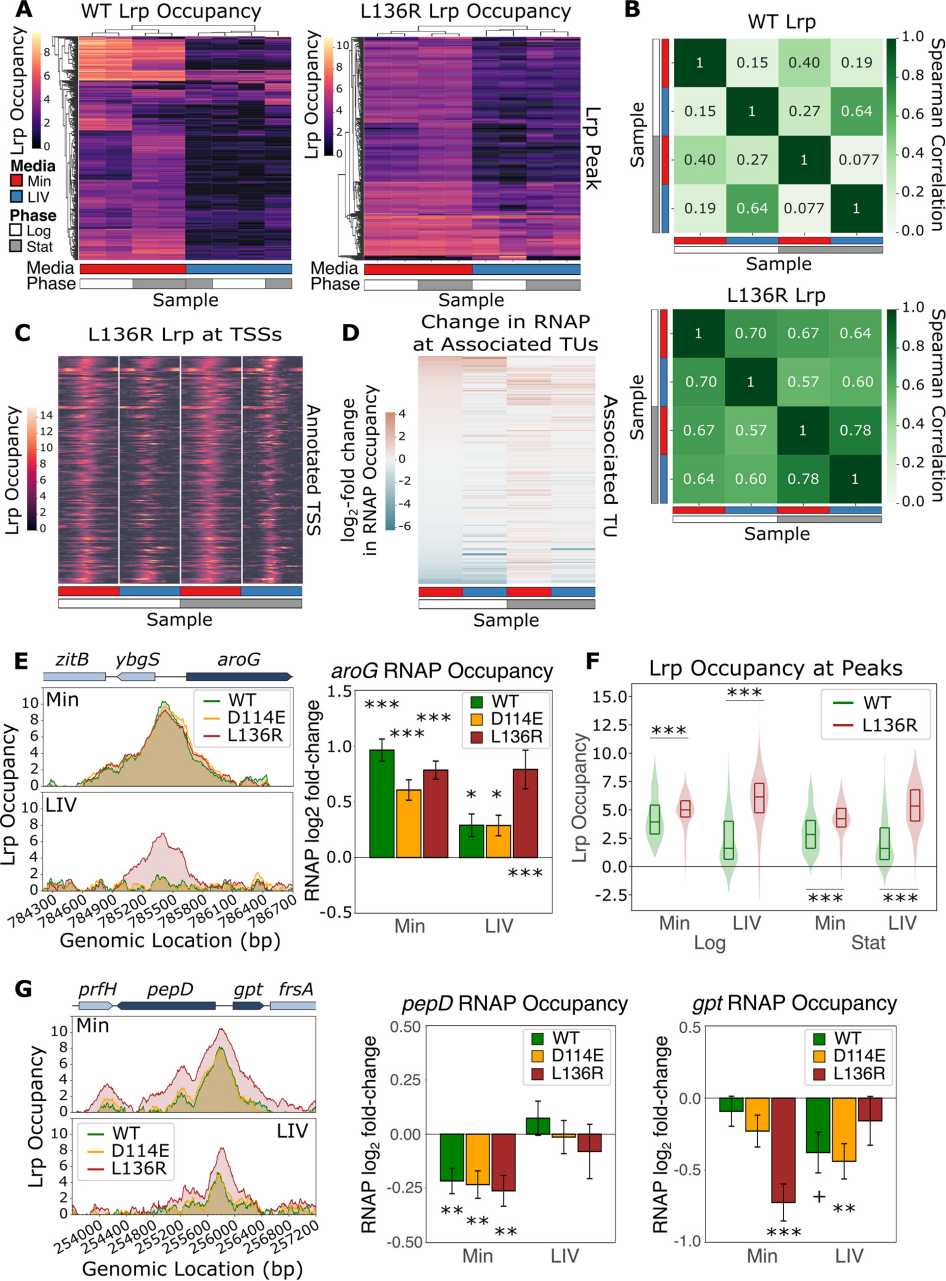
L136R binds more strongly to WT Lrp DNA binding sites, regardless of LIV. (A, left) Heat map of WT Lrp occupancy (same as Fig. 3A). (Right) Heat map of L136R Lrp occupancy. The *y* axis (right) contains all 517 significant L136R Lrp binding sites under at least one L136R Lrp condition, the *x* axis shows the average from both biological replicates for each lineage replicate in each medium (red, Min; blue, LIV) and each time point (white, mid-log phase; gray, stationary phase), and the color at each location represents the *lrp*::*scar*-subtracted Lrp occupancy. Both the *x* and *y* axes are clustered by Euclidean distance (taking the average distances between cluster members). (B) Pairwise Spearman correlations of the WT and L136R heat maps from panel A. (C) Transcription start site (TSS) pileup plots, where each row represents an Lrp-regulated TSS and each column is centered on the annotated TSS, showing the L136R Lrp occupancy within ±1 kb of that TSS (color), with transcription moving to the right. For each of the four conditions (columns), the L136R Lrp occupancy (color) shown represents the mean from both biological replicates of both lineage replicates. (D) Heat map of changes in RNAP occupancy for each L136R Lrp condition shown at the TUs corresponding to the TSSs in panel C. (E, left) Lrp occupancy at mid-log phase in Min (top) and LIV (bottom) at the *aroG* region. (Right) Changes in RNAP occupancy for the *aroG* TU for each of the three Lrp variants in Min and LIV at mid-log phase. Error bars represent the standard errors of the means. +, IHW *q* value of <0.1; *, IHW *q* value of <0.05; **, IHW *q* value of <0.01; ***, IHW *q* value of <0.001. (F) Overall distribution of Lrp occupancy at peaks in the indicated genotypes. The violin plots display the overall distribution of Lrp occupancy (green, WT; red, L136R) at the peaks called under each condition, whereas the inner box plot shows the 25th, 50th, and 75h percentiles of the data. Significance was calculated using the paired Wilcoxon signed-rank test; *** indicates a *P* value of <0.001. (G) Same as panel E except at the *pepD-gpt* locus.

Two interesting, yet related, trends arise in the L136R mutant: in LIV, L136R Lrp behaves almost identically to the WT in Min, but in Min, L136R Lrp binds more strongly to canonical Lrp sites than WT Lrp. Figure 4E demonstrates that L136R Lrp in LIV behaves like WT Lrp in Min at the *aroG* region. Here, L136R Lrp occupancy in LIV (Fig. 4E, bottom) very closely mimics WT Lrp occupancy in Min (top). Furthermore, these similar Lrp occupancy profiles result in similar effects on gene expression: L136R in LIV activates the expression of *aroG* to an extent similar to that of WT Lrp in Min (Fig. 4E). In contrast, WT Lrp and D114E Lrp no longer bind to the *aroG* TSS in LIV and also no longer activate the expression of *aroG* in LIV (Fig. 4E). 

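The aroG gene lies from 785633 to 786685 on the MG1655 chromosome, and its log2 fold change of RNAP in the authors' deposited table was 0.79 (SE 0.17) for L136R in LIV and 0.96 (SE 0.10) for WT in Min. These values differed by -0.17 (SE 0.20), less than the standard error of the difference (adjusted p = 0.960). The 2 tables used separate lrp::scar libraries. Over all TUs, L136R in LIV and WT in Min differed past the threshold at 68 of 3664 TUs, of which 28 were higher with L136R and 40 lower, and at 44 with 1 TU per set of genes. The largest difference among the TUs named here was at lysC, -3.83 (SE 0.24, adjusted p = 9.50e-56), and leuLABCD was higher with L136R by 1.74 (SE 0.28). WT in LIV-Log also had a low value at lysC, -1.92 (SE 0.37), so part of the lysC difference goes with the medium. Within LIV-Log, L136R and WT differed at lysC by -1.87. Across the 572 TUs called in either table, Spearman's rho between L136R LIV-Log and WT Min-Log was 0.622, and between D114E LIV-Log and WT Min-Log, over 704 TUs, 0.264. Over all TUs these became 0.485 and 0.130.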

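At aroG, the authors' deposited table lists 0.29 (SE 0.10, q = 0.0478) for WT in LIV, and 0.29 (SE 0.093, q = 0.0224) for D114E in LIV after 0.61 (SE 0.091) in Min. Both LIV values are above 0 with a q-value under 0.05. The leucine effect was -0.67 (SE 0.14, adjusted p = 6.12e-05) for WT, -0.32 (SE 0.13, adjusted p = 0.135) for D114E and 0.0060 (SE 0.19, adjusted p = 0.989) for L136R. The effects of L136R and WT differed by 0.68 (SE 0.24, adjusted p = 0.0235). Division of the z values by their robust SD took the effect of WT to an adjusted p of 0.473 and the difference between L136R and WT to 0.963. L136R exceeded WT in LIV by 0.50 (SE 0.20), with an adjusted p of 0.107 from summed standard errors and 0.00310 with the shared lrp::scar libraries accounted for.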

Intriguingly, in Min, L136R Lrp also binds more strongly to DNA than WT Lrp (Fig. 4F). The *pepD-gpt* region (Fig. 4G) provides an illustrative example, with L136R Lrp showing a stronger occupancy signal at the *pepD-gpt* region in Min than WT Lrp (top). While the increased occupancy of L136R at the *pepD-gpt* promoters did not have a significant differential effect on *pepD* expression in Min, it caused a significant increase in *gpt* repression relative to WT Lrp, suggesting that this increased binding to DNA is functional and leads to changes in Lrp-mediated gene regulation. 

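The pepD and gpt genes lie from 254259 to 255716 and from 255977 to 256435. In Min, the log2 fold change of RNAP at pepD in the authors' deposited table was -0.22 (SE 0.059) for WT and -0.26 (SE 0.071) for L136R, a difference of -0.046 (SE 0.092, adjusted p = 0.763). At gpt, the authors' deposited table lists -0.091 (SE 0.10, q = 0.623) for WT and -0.72 (SE 0.13, q = 1.26e-06) for L136R. The difference between L136R and WT there was -0.63 (SE 0.17, adjusted p = 0.00781). Division of the z values by their robust SD, 1.89, gave it an adjusted p of 0.956. In LIV, the strains did not differ past the threshold at either TU, with -0.15 (SE 0.15, adjusted p = 0.539) at pepD and 0.22 (SE 0.22, adjusted p = 0.554) at gpt. Between L136R and WT in Min-Log, 279 of 3690 TUs differed past the threshold (93 higher with L136R and 186 lower), 1 after that division and 1179 with the covariance of the shared lrp::scar libraries.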

Overall, our findings show that L136R is mostly insensitive to leucine and thus can bind more strongly to its binding sites than WT Lrp, which is inhibited by leucine. It is important to note that while Lrp occupancy is quantitatively higher in L136R samples than in WT samples, there do not appear to be many novel DNA binding sites in L136R relative to WT Lrp during log-phase growth in Min (Fig. S1).

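Of the 12 TUs whose RNAP change is drawn in a panel, the leucine effect passed the threshold, adjusted over all TUs, at 6 for WT, 4 for D114E and 3 for L136R. Adjusted over the list alone, these numbers were 9, 5 and 5. The paper took ilvIH from earlier reporter work and shows the other TUs as examples from the same libraries. The count over the list alone is therefore not independent evidence. The effects of L136R that passed over all TUs were at lysU, -0.47 (SE 0.16), livJ, 0.87 (SE 0.24), and argA, 0.86 (SE 0.21). After division of the z values by their robust SD, these numbers over all TUs fell to 3, 2 and 0 (for L136R, 2 had an unadjusted p under 0.05), with adjusted p-values of 0.956 for the L136R effect at lysU, 0.956 at livJ and 0.945 at argA. Centring took the L136R effect at lysU to an adjusted p of 0.0687 and brought those at ilvIH (0.0430) and gpt (0.0436) past the threshold, 4 in all. The leucine effect of L136R differed past the threshold from that of WT at 7 of the 12 TUs, and that of D114E at 3, and after that division at 1 and 1. With the covariance of the shared lrp::scar libraries, sstT (adjusted p = 0.0402) and yiaB (0.00370) newly passed for L136R. For D114E, lysU (6.275e-04) and aroG (0.0491) newly passed. From L136R occupancy and RNAP changes that it describes as similar in Min-Log and LIV-Log, the paper concludes that L136R is mostly insensitive to leucine.

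**Figure D2:**
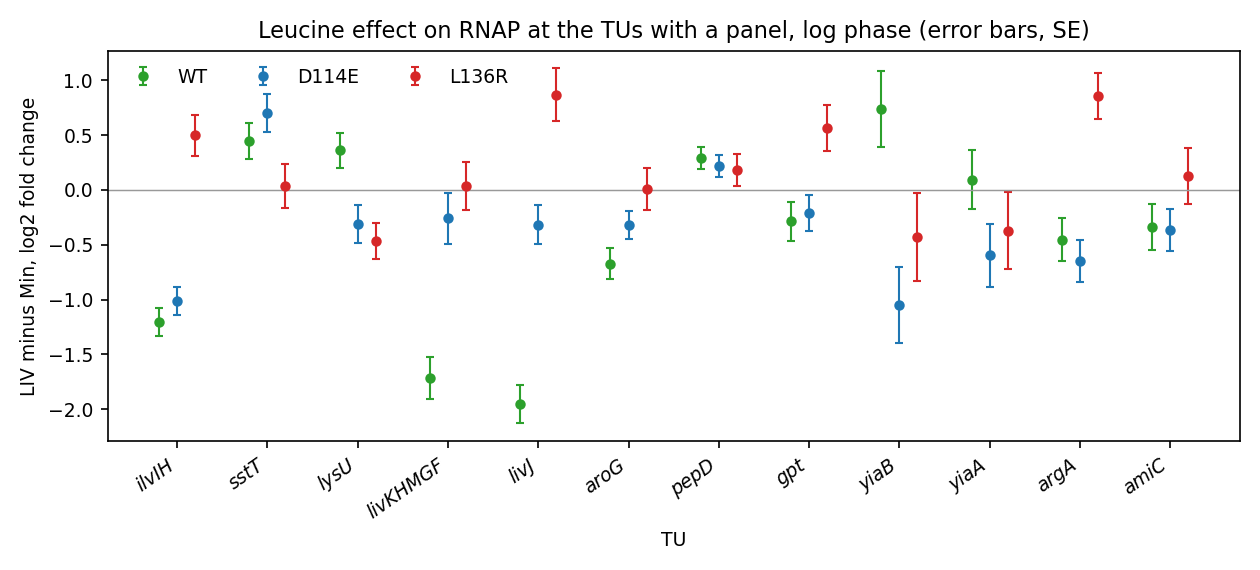
Leucine effect (log2 fold change of RNAP in LIV minus Min, log phase) for WT, D114E and L136R at the 12 TUs drawn in a panel; points are differences of the authors' deposited values and bars are standard errors. For WT, the lowest points are livJ at -1.95 and livKHMGF at -1.72.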

### D114E Lrp has novel binding sites in the genome and generates additional peaks near existing sites.

In contrast to L136R, the D114E octamer-only Lrp mutant binds to many novel sites in the genome relative to WT Lrp, in addition to canonical Lrp sites (Fig. 2B, Classes 2, 3, and 7, and Fig. 5A). A heat map of Lrp occupancy for D114E samples at all 556 regions bound by D114E under at least one condition (compared to only 440 sites for WT Lrp) reveals that exogenous leucine strongly reduces D114E occupancy at its target sites relative to Min, suggesting that unlike the L136R octamer-only mutant, the D114E octamer-only mutant is responsive to leucine (Fig. 5B). Similar to WT Lrp, D114E Lrp occupancy at the 160 TSSs overlapped by a D114E peak was reduced in LIV-Log relative to Min-Log, and this reduction in Lrp binding was often accompanied by a reduction in the degree to which RNAP occupancy at the associated TU changed (Fig. 5C). 

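For each strain, the change in the Lrp effect induced by LIV was computed with the measure of Fig. 5C, the leucine effect multiplied by the sign of the Min value. A value below 0 means a smaller or reversed effect of Lrp in LIV. Fig. 5C covers genes with an Lrp peak at the promoter, whereas the TUs used here were called from RNAP, whether or not Lrp binds them. Across the 566 TUs called for D114E in Min-Log or LIV-Log, the median change was -0.35, and 66.8% of TUs (378) lay below 0. For WT the median was -0.45 with 81.9% below 0, and for L136R -0.45 with 74.5%. Noise in the Min value alone pulls this measure below 0: tables redrawn with no leucine effect gave a median of -0.058 and 60.2% for D114E (central 95% from 55.6% to 64.8%). The set of TUs moved these values most. For D114E, 52.0% lay below 0 over TUs called in LIV-Log and 83.9% over TUs called in Min-Log. For L136R, the median over TUs called in LIV-Log had the opposite sign, 0.10. Calling TUs in a single medium shifts this measure by itself, and no redrawn tables were made for these sets. They therefore cannot show whether the effect of LIV depends on the set. The leucine effect of D114E passed the threshold at 282 of 3661 TUs (134 higher in LIV and 148 lower) and at 124 after division of the z values by their robust SD. It differed from that of WT at 37 of 3657 TUs, at 3 after the same division and at 510 with the covariance of the shared lrp::scar libraries.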

In general, D114E appears to bind novel sites on the genome in Min and also generates novel secondary peaks in proximity to canonical WT Lrp binding sites in Min, both of which are typically disrupted in LIV.

**FIG 5:**
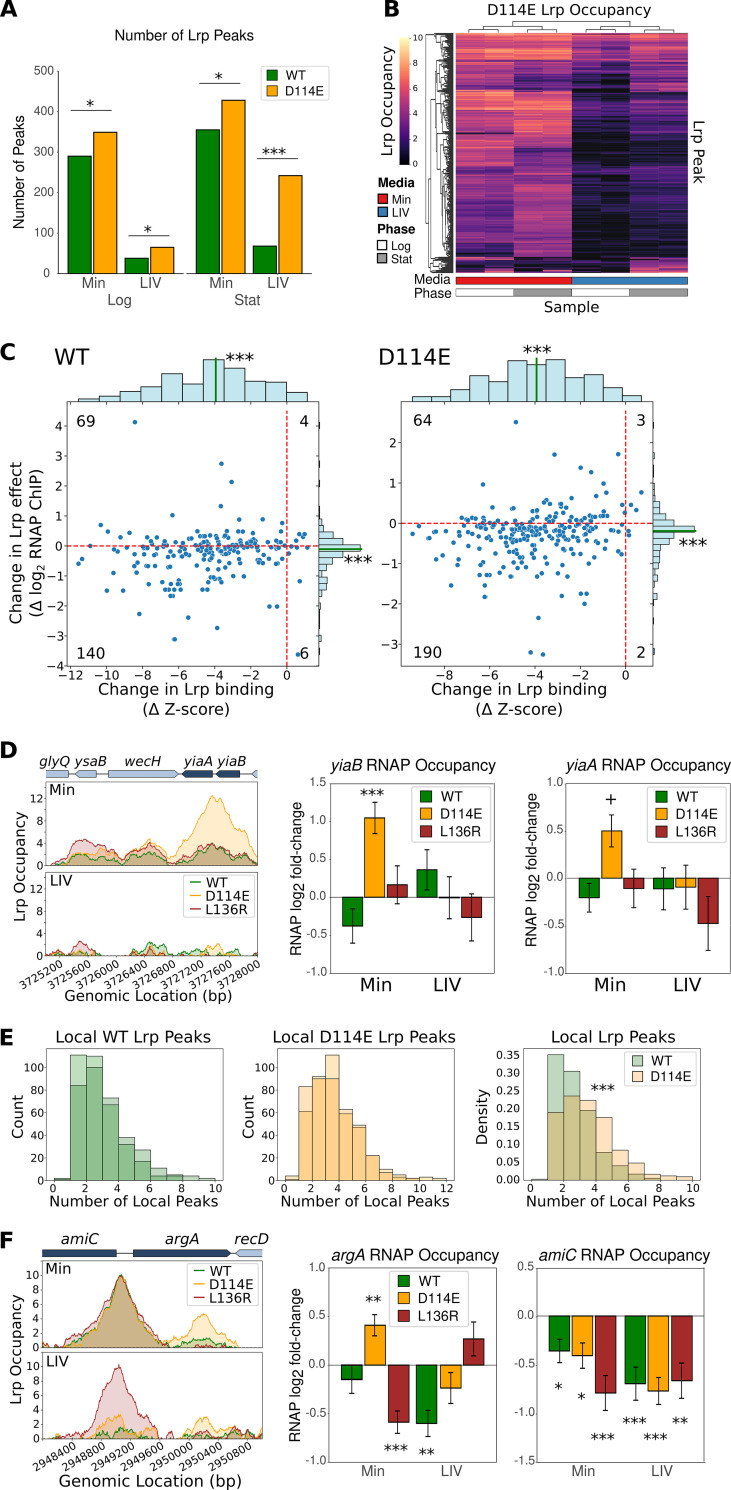
D114E has novel binding sites in the genome and generates additional peaks near existing ones. (A) Total number of peaks under each of the four conditions tested for WT Lrp and D114E Lrp. The significance of differences was assessed using the poisson.test function in R. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. (B) Heat map of D114E Lrp occupancy at all significant D114E Lrp binding sites across conditions, where the *y* axis contains all 556 significant D114E Lrp binding sites under at least one D114E Lrp condition, the *x* axis shows the averages from both biological replicates for each lineage replicate in each medium (red, Min; blue, LIV) and each time point (white, mid-log phase; gray, stationary phase), and the color at each location represents the *lrp*::*scar*-subtracted Lrp occupancy. Both the *x* and *y* axes are clustered by similarity. (C) Distributions of the changes in Lrp binding (*x* axis) versus the changes in Lrp effects on transcription (*y* axis) induced by the addition of LIV to the medium during log-phase growth, calculated for all genes where Lrp peaks overlap promoters for that genotype under at least one condition. Genotypes are indicated at the top left of each plot. Lrp-dependent expression changes are calculated by taking the change in Lrp-dependent RNAP occupancy at each promoter induced by LIV addition and multiplying this value by the sign of the occupancy in Min (thus, a positive score means that LIV strengthens the effect of Lrp, and a negative score means that LIV reduces the effect of Lrp, relative to the Min condition). Marginal distributions have their medians shown with a green line, with asterisks indicating significant differences from zero in the center of the distribution (***, *P* < 0.001 by a one-sample Wilcoxon signed-rank test). Numbers in each quadrant indicate the counts of promoters appearing in that quadrant. (D, left) Lrp occupancy at mid-log phase in Min (top) and LIV (bottom) at the *yiaB-yiaA* region. (Middle and right) Changes in RNAP occupancy for the *yiaB* TU (middle) and the *yiaA* TU (right) for each of the three Lrp variants in Min and LIV at mid-log phase. (E, left and middle) Histograms of local peak counts for both WT lineage replicates (left) and D114E lineage replicates (middle). See Text S3 in the supplemental material for details. (Right) Histogram of the density of local peak counts for the WT versus the D114E mutant, which shows a significant difference in mean counts (*P* < 0.001 by a permutation test). (F) Same as panel D except at the *amiC-argA* region.

Across all conditions, D114E had 208 unique binding sites relative to WT Lrp, but only 35 of these novel peaks (16.8%) overlapped an annotated TSS. An example of one such novel D114E Lrp peak is shown in Fig. 5D in Min at the *yiaB-yiaA* region. 

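The yiaB and yiaA genes lie from 3727407 to 3727748 and from 3726924 to 3727361, and their mean normalized counts in log phase were between 200 and 244 at yiaB and between 294 and 348 at yiaA. In Min, the authors' deposited table gives yiaB a log2 fold change of RNAP of 1.05 (SE 0.21, q = 2.92e-05) for D114E, -0.38 (SE 0.23, q = 0.297) for WT and 0.16 (SE 0.25, q = 0.784) for L136R. The yiaA values in the authors' deposited table are 0.50 (SE 0.17, q = 0.0671) for D114E, -0.21 (SE 0.15) for WT and -0.11 (SE 0.20) for L136R. D114E differed from WT in Min by 1.42 (SE 0.31, adjusted p = 3.82e-04) at yiaB and by 0.71 (SE 0.23, adjusted p = 0.0378) at yiaA. L136R did not differ from WT past the threshold, with 0.54 (SE 0.34, adjusted p = 0.298) at yiaB and 0.099 (SE 0.26, adjusted p = 0.817) at yiaA. The leucine effect of D114E was -1.05 (SE 0.35, adjusted p = 0.0358) at yiaB, and the change at yiaA, -0.60 (SE 0.29, adjusted p = 0.246), did not pass the threshold. Division of the z values by their robust SD took the differences between D114E and WT to an adjusted p of 0.0641 at yiaB and 0.419 at yiaA, and the leucine effect at yiaB to 0.204.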

Unlike WT Lrp and L136R Lrp, D114E Lrp forms a strong peak at the *yiaB* and *yiaA* promoters, which is also accompanied by the strong activation of both *yiaB* and *yiaA* in Min, while WT Lrp and L136R Lrp do not significantly alter the expression of these genes (Fig. 5D).

We also observed that D114E Lrp often formed novel local secondary peaks in addition to binding to the canonical WT Lrp sites. We quantified these peaks by calculating the distribution of the number of nearby Lrp peaks around each defined Lrp peak (using a distance threshold of 2 kb to define locality) and found that the occupancy of WT Lrp had an average of 2.2 local peaks, whereas D114E Lrp showed an average of 3.1 local peaks (Fig. 5E). For example, Fig. 5F shows that D114E forms the canonical Lrp peak at the *argA* promoter (along with the WT and L136R) in Min, but also forms an additional peak within the *argA* ORF, where neither WT nor L136R Lrp is bound. Intriguingly, this additional D114E peak at *argA* is associated with significant Lrp-mediated activation of *argA*, whereas both the WT and L136R, which lack this additional peak, repress *argA* in Min (Fig. 5F). 

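The argA gene lies from 2949242 to 2950573 and amiC from 2947757 to 2949010 on the MG1655 chromosome. In Min, the log2 fold change of RNAP at argA in the authors' deposited table was 0.41 (SE 0.11, q = 0.00281) for D114E, -0.15 (SE 0.14, q = 0.478) for WT and -0.59 (SE 0.12, q = 1.18e-05) for L136R. The q-value of WT is above the threshold. D114E was higher than WT by 0.56 (SE 0.18, adjusted p = 0.0390), with an adjusted p of 0.426 after division of the z values by their robust SD. The difference between L136R and WT was -0.44 (SE 0.18), with an adjusted p of 0.106 from summed standard errors and 0.00574 with the covariance of the shared lrp::scar libraries. In LIV, argA changed by -0.65 (SE 0.19, adjusted p = 0.0158) for D114E, -0.45 (SE 0.20, adjusted p = 0.0965) for WT and 0.86 (SE 0.21, adjusted p = 0.00254) for L136R. Division by the robust SD took the effect of D114E to an adjusted p of 0.127 and that of L136R to 0.945. At the neighboring amiC, the authors' deposited table lists -0.36 (SE 0.12) for WT, -0.41 (SE 0.13) for D114E and -0.79 (SE 0.18) for L136R in Min. The difference between D114E and WT there was -0.048 (SE 0.18, adjusted p = 0.927). Between D114E and WT in Min-Log, 202 of 3690 TUs differed past the threshold (67 higher with D114E and 135 lower) and in LIV-Log 8.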

While the exact molecular mechanism giving rise to these extra binding sites in D114E Lrp strains is unclear, we hypothesize that the multiple local peaks represent higher-order (larger-than-octamer) Lrp oligomers that can then bridge multiple sites on the genome over kilobase length scales. Thus, while D114E was originally characterized as an octamer-only Lrp mutant, the D114E mutation actually most likely stabilizes higher-order Lrp oligomers in Min relative to WT Lrp, allowing it to occupy these additional sites next to canonical Lrp sites.

### Lrp forms higher-order oligomers and bridges DNA by binding to one or more nearby regions.

While D114E exhibits a propensity for forming secondary peaks within proximity to primary Lrp peaks, WT Lrp also forms both double peaks and secondary peaks (Fig. 6A) in Min but only at a subset of sites (Fig. 5E). By examining the distributions of interpeak distances across conditions, we found that in addition to a general propensity for Lrp binding sites to cluster, the interpeak distance distribution shows a substantial enrichment of distances in the 1.5- to 2.0-kb range when cells are grown in minimal medium, which is lost under the LIV condition (Fig. 6B), possibly reflecting a characteristic distance for longer-range Lrp-mediated interactions in Min. One particularly striking example is the *fadR-ycgB-dadAX* region, which contains a strong primary Lrp peak (Peak 3) at the divergent *ycgB* and *dadAX* promoters and three secondary peaks (two upstream and one downstream) in Min (Fig. 6A, bottom), separated by 1,200 to 1,800 bp. We chose to study the *fadR-ycgB-dadAX* region in order to understand what role, if any, the observed local secondary peaks play in Lrp binding within the primary Lrp peak and vice versa. If the Lrp peaks show correlated changes in binding across perturbations of different sites, this would support our hypothesis that Lrp (and, more so, D114E) forms higher-order oligomers along the DNA, especially in Min, where binding to DNA is generally stronger. We thus constructed four strains (WT, Lrp5-scrambled, Peak3-scrambled, and all secondary peaks scrambled, as shown in Fig. 6C, top [note that the amino acid sequences encoded by annotated open reading frames and the core promoter regions were preserved in all of them]) (see Text S3 for details) with perturbations to different portions of the *fadR-ycgB-dadAX* region and performed Lrp chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR) on each strain to measure changes in Lrp occupancy in Min-Log relative to two control regions (in the *cysG* and *mdoG* open reading frames). Within the primary peak (Peak 3), there are 11 previously characterized Lrp dimer binding sites. Among them, the 17-bp Lrp5 binding site is thought to play a particularly important role; it is essential for the derepression of *dadAX* in LIV but is typically bound by Lrp in both Min and LIV (19).

**FIG 6:**
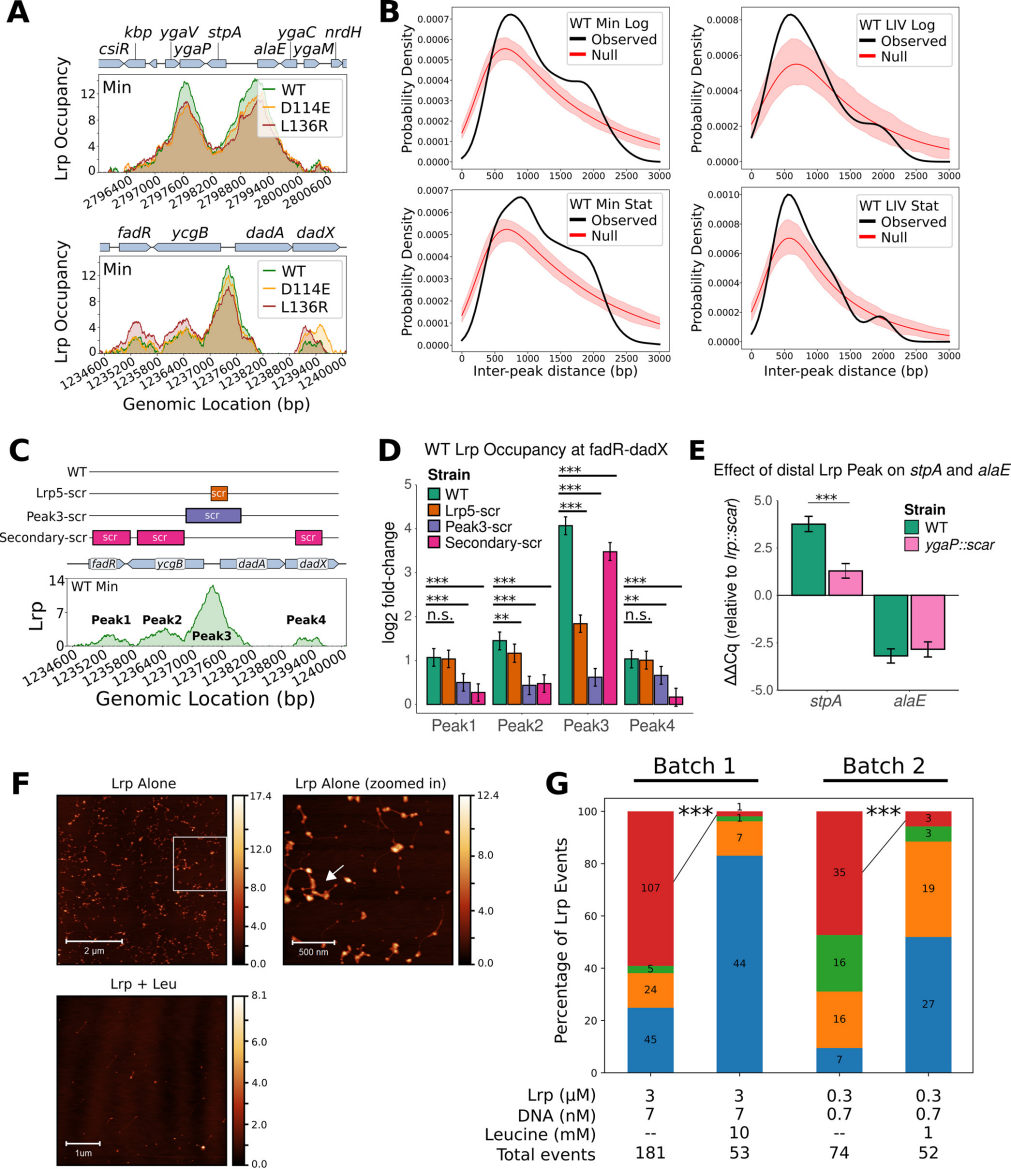
Lrp bridges the DNA locally by binding to one or more nearby regions. (A) Examples of double Lrp peaks (top) at the *stpA-alaE* region and secondary Lrp peaks (bottom) at the *fadR-ycgB-dadAX* region. In both cases, the Lrp occupancy is plotted at mid-log phase in Min. (B) Distributions of interpeak distances observed for Lrp binding sites across the indicated conditions. In each case, the actual distribution is shown in black (observed), and a simulated null distribution is shown in red, obtained through 200 random shufflings of the peak locations within each considered region (see “Calculation of the distribution of the number of local Lrp peaks” in Text S3 in the supplemental material for details). For the null distribution, the mean across samples is shown as a line, and the 95% confidence interval is shown as the shaded area. Densities are smoothed using the gaussian_kde function in scipy with default settings. (C, top) Diagram of strain mutations at the *fadR-ycgB-dadAX* locus. All constructs have an FLP recombination target (FRT)-flanked *kanR* marker immediately downstream of *dadX*. Lrp5-scrambled (Lrp5-scr) scrambles the 17-bp Lrp5 binding site within Peak 3 (19). Peak3-scrambled was carefully constructed to keep the *ycgB* and *dadAX* promoter elements and ribosome binding sites intact. All Peak3-scrambled and Secondary-scrambled sequences that overlapped an open reading frame were synonymous mutations such that the amino acid sequences remained intact but the DNA sequences varied to prevent or reduce Lrp binding. (Bottom) WT Lrp occupancy in minimal medium at mid-log phase at the *fadR-ycgB-dadAX* region, with all four peaks labeled accordingly. (D) Lrp ChIP-qPCR showing the occupancy at each of the four WT Lrp binding sites within the *fadR-ycgB-dadAX* region in the presence of the sequence variations shown in panel B. Bars shown are the means from a Bayesian model of the log_2_ fold changes of Lrp ChIP-qPCR at Peaks 1 to 4 relative to the input, compared to the average from two control regions where Lrp is known not to bind; error bars show 95% credible intervals for each case. Asterisks indicate significance calling based on the log_10_ Bayes factor (*, significance of 0.5 to 1; **, significance of 1 to 2; ***, significance of >2 [according to interpretive cutoffs reported previously {27}]). n.s., not significant. (E) Effects of Lrp binding-site mutations at the *stpA-alaE* locus on the respective transcript levels. Shown are the data from the Bayesian analysis of ΔΔ*C_q_* values from qRT-PCR of WT *ygaP* and *ygaP*::*scar* strains at *stpA* and *alaE* in Min at mid-log phase, comparing WT Lrp to the *lrp*::*scar* mutant. Error bars and significance values are the same as those in panel C. (F) AFM images of purified WT Lrp with the *stpA-alaE* DNA fragment (top left), a zoomed-in version of the region within the white box (top right), and WT Lrp (3 μM) incubated with the same DNA fragment (7 nM) in the presence of l-leucine (10 mM) (bottom). Color bars represent the height of the sample relative to the surface of the mica. (G) Relative proportions (bar graphs) and raw event counts (numbers on bars) for all observed Lrp events in the indicated samples. Note that “Batch 1” and “Batch 2” refer to two separately cross-linked batches of Lrp-DNA interactions. Asterisks indicate the results of significance tests (using the prop.test function in R) for the proportion of events falling into the “intermolecular bridging” category in the paired samples with versus without leucine, as indicated. ***, *P* < 0.001.

We observed that scrambling just the Lrp5 site in the *ycgB-dadA* intergenic region significantly reduced (but did not eliminate) Lrp binding to Peak 3 while not substantially affecting Lrp binding to the secondary peaks (Fig. 6D). Furthermore, scrambling the Peak 3 sequence almost completely abrogated Lrp binding to Peak 3 (as expected) but also significantly reduced Lrp binding at the secondary peaks, suggesting that Lrp accumulation at the main peak in the divergent *ycgB-dadAX* regulatory region is required for secondary Lrp peak formation. Interestingly, scrambling all of the secondary peaks also significantly reduced Lrp binding to the primary peak (Fig. 6D; see also Table S4), although with a smaller effect in magnitude than that of scrambling the Lrp5 site, and also altered the transcription of both *ycgB* and *dadX* (Fig. S2). Since perturbing Lrp accumulation at one peak affects Lrp binding at the others nearby, it is likely that Lrp at the primary and secondary Lrp peaks forms a higher-order Lrp oligomer that bridges these DNA sites together. Furthermore, the fact that the scrambling of Lrp5 was sufficient to greatly reduce the occupancy at the primary Lrp peak suggests that the Lrp5 site (17 bp) serves as the seed sequence that nucleates Lrp binding to the primary peak (Peak 3 [~1 kb]). These results also strengthen our inference that D114E, which forms novel secondary peaks near many canonical Lrp binding regions, likely stabilizes the higher-order Lrp oligomerization state that bridges DNA in Min.

10.1128/mbio.02690-22.5 FIG S2 Effects of Lrp binding-site perturbations on the expression of genes in the *fadR-ycgB*-*dadAX* region. Shown are the results of a Bayesian analysis of ΔΔ*C_q_* values from qRT-PCR experiments comparing the expression levels of the indicated genes to those of a set of reference transcripts, of the indicated genotype (Strain), relative to WT cells. The sign convention is such that positive values indicate higher expression levels of the target gene for the indicated genotype than for the WT. It is notable that the perturbation of the secondary sites (pink bars) is sufficient to substantially alter the expression of both *ycgB* and *dadX*, consistent with our inference of interactions between the multiple Lrp binding sites at this locus being important for the regulatory output, even though the effects on binding at Peak 3 are small in magnitude. We also note that the effects on the gene expression of the secondary scramble cannot arise solely due to the modest decrease in binding at Peak 3 because in that case, *dadA* expression would also be expected to decrease (as in the case of the *lrp*::*scar* mutant). For the sake of completeness, we also include effects on transcript levels arising from the Lrp5-scr and Peak3-scr perturbations, but note that these cases should be interpreted with extreme caution because they involve changes to the sequence of the *ycgB-dadA* intergenic region. Download FIG S2, TIF file, 0.2 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.02690-22.10 TABLE S4 Statistical analysis of ChIP-qPCR occupancy data. Occupancy data from Fig. 6D were analyzed using a Bayesian model as described in Text S3 in the supplemental material. “value” indicates the posterior mean, “ci.lo” and “ci.hi” are the bounds of a 95% credible interval, and “sig.vs.wt” is the posterior probability of a difference (relative to the WT strain) in the indicated direction. Download Table S4, XLSX file, 0.01 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further assess whether double or secondary Lrp peaks indeed indicate Lrp bridging DNA and have potential regulatory consequences, we next tested the effect of removing the upstream Lrp peak (which is contained within the *ygaP* ORF) at the *stpA-alaE* region (Fig. 6A, top) on the expression of the associated genes. While the removal of the upstream Lrp peak had only very minor effects on *alaE* expression, it caused a >5-fold reduction in Lrp-mediated *stpA* activation (Fig. 6E), even though the perturbed Lrp site is located over 1 kb away from the Lrp-occupied *stpA* promoter. The long-range regulatory effect observed provides further evidence that the double Lrp peak reflects a structure that acts to bridge DNA and, thus, mediate gene expression in Min.

As a direct test for Lrp-mediated DNA bridging *in vitro*, we purified native, untagged Lrp along with the *stpA-alaE* DNA fragment and performed atomic force microscopy (AFM) experiments in the absence or presence of l-leucine. As was expected based on our *in vivo* experiments, Lrp bridges DNA, but the addition of l-leucine abrogates Lrp-mediated DNA bridging (Fig. 6F and G).

## DISCUSSION

E. coli Lrp has long been hypothesized to exist in an equilibrium between hexadecamers and octamers, with exogenous leucine strongly shifting the equilibrium toward the octameric state. However, this oligomerization-based model was insufficient to mechanistically explain how Lrp utilizes six different modes of regulation of its target genes where Lrp activates or represses and leucine has no effect, augments Lrp activity, or inhibits Lrp. Through the construction of strains harboring *lrp* at a safe genetic locus in a background with fully intact branched-chain amino acid metabolism, we were able to reproduce previous findings while also providing insight into the mechanism of Lrp regulation of its target promoters. We show that the role of exogenous leucine is to inhibit WT Lrp binding to DNA and demonstrate with both our data set and a previously published data set that WT Lrp utilizes only two modes of gene regulation at its target promoters: Lrp activates or represses transcription, while exogenous leucine inhibits Lrp activity by reducing its ability to bind DNA. The other four modes of Lrp regulation at target promoters reported in the literature likely arose from indirect effects or specialized interactions also involving another regulator at a few loci.

By coupling small-scale experiments with high-throughput ChIP-seq on WT Lrp and three oligomerization mutants under various conditions, we were also able to connect the effects of leucine, the oligomerization state, and DNA binding. Dimer-only Lrp (ΔC11) was effectively unable to bind DNA despite being expressed at only slightly lower levels than WT Lrp at mid-log phase, corroborating previous *in vitro* gel shift results (12). Previous studies of D114E and L136R suggested that both mutations locked Lrp in an octamer-only state, and analyses of regulation at the *ilvIH* promoter (where the mutants were originally identified) suggested that both mutants also had the same regulatory function (13, 15). Despite using different techniques, our experiments replicated these findings at *ilvIH* in Min and LIV while also demonstrating that these two octamer-only mutants actually behave quite differently at many genomic sites, with the common behavior at *ilvIH* in fact representing a case of concordance that is not universal. Our results indicate that L136R is truly a leucine-insensitive Lrp mutant. In contrast, D114E responds almost as strongly to exogenous leucine as WT Lrp but overall binds to more sites in the genome and globally forms secondary peaks near canonical Lrp sites. These findings suggest that D114E is indeed an oligomerization mutant but likely not octamer-only; instead, we propose that D114E favors the formation of even higher-order oligomers (e.g., hexadecamers) in minimal media that bridge DNA. Our ChIP-qPCR and quantitative reverse transcriptase PCR (qRT-PCR) experiments on strains with mutated sequences at the locations of double and secondary Lrp peaks demonstrate that the Lrp complexes binding nearby peaks likely interact with each other. Indeed, our AFM experiments directly demonstrate that Lrp bridges DNA but that Lrp-mediated DNA bridging is abrogated in the presence of leucine. The bridging behavior and associated effects on Lrp-mediated gene regulation that we observed at the *stpA-alaE* promoter are likely characteristic of similar mechanisms at play in other regions with multiple Lrp binding peaks.

E. coli Lrp belongs to an ancient and highly conserved class of proteins called feast-famine response proteins (FFRPs), with homologs in almost all sequenced archaea and nearly half of all sequenced bacteria (3). Across all FFRPs, four small-molecule effector binding sites have been identified (20). Two such sites (type I and type III) are found in E. coli Lrp, where the type I site is the highly conserved high-affinity effector binding site and type III is less conserved and serves as a low-affinity effector binding site (6). Previous studies have reported that residue D114 in Lrp is part of the low-affinity site and contributes to higher-order Lrp oligomerization (13) (see Fig. S3A in the supplemental material). This is consistent with our findings that the D114E mutation stabilizes higher-order oligomers (e.g., hexadecamers). Conversely, the Lrp L136R mutation likely disrupts the type I (high-affinity) effector binding site (20–22), which is consistent with our findings that L136R Lrp is mostly leucine insensitive (Fig. S3B). Collectively, our findings demonstrate that neither D114E nor L136R is an octamer-only mutant, but rather, their unique phenotypes are connected to the roles of high- and low-affinity effector binding sites on Lrp in altering DNA binding (high-affinity site, L136R) and oligomerization (low-affinity site, D114E). We expect that future experiments more directly probing the oligomerization state of Lrp at different genomic loci and directly identifying any long-range contacts formed by Lrp oligomers will provide further mechanistic insight into gene regulation by Lrp and other FFRPs. Contrasting the behaviors of the D114E and L136R mutants may also prove useful in the future for identifying the likely binding sites of newly identified Lrp effectors.

10.1128/mbio.02690-22.6 FIG S3 Location of residues D114 and L136 on the Lrp octamer structure. (A) Crystal structure of octameric Lrp (PDB accession number 2GQQ) in orange, with D114 residues highlighted in cyan. The image on the right is rotated 90° along the vertical axis relative to the image on the left. (B) Same as panel A except that the L136 residues are highlighted in cyan. Download FIG S3, TIF file, 2.5 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## MATERIALS AND METHODS

### Experimental methods.

All experimental procedures are described in detail in Text S3 in the supplemental material (24–26, 30–44). In brief, we used previously described procedures for Lrp ChIP-seq (5), RNA polymerase ChIP-seq (23, 24), and Miller assays (24, 25). Western blotting was performed using standard methods, and blots were analyzed using ImageJ software. ChIP-qPCR entailed Lrp ChIP as described above, followed by qPCR using Bio-Rad iTaq universal SYBR green supermix on a Bio-Rad CFX Opus 384 instrument according to the manufacturer’s instructions (see Text S3 for details). A list of all primers and oligonucleotides used over the course of the study can be found in Table S3.

10.1128/mbio.02690-22.9 TABLE S3 Primers and oligonucleotides used in the present study. Download Table S3, XLSX file, 0.01 MB. Copyright © 2023 Ziegler and Freddolino. 2023 Ziegler and Freddolino. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### High-throughput sequencing data analysis.

Sequencing data were analyzed using an updated version of the processing pipeline described previously (24) to obtain occupancy scores. For Lrp ChIP-seq, the signal from *lrp* knockout cells under the same condition was subtracted from the occupancy scores prior to analysis. For RNA polymerase ChIP-seq, we summarized the counts of aligned reads at the level of transcription units, followed by differential expression calling using deseq2 (26). Further details are given in Text S3.

### Data availability.

All high-throughput sequencing data related to this study are available at the GEO under accession number GSE198120. The full set of AFM images used in our analysis is available at https://doi.org/10.6084/m9.figshare.21836319.

# Supplementary material for: Escherichia coli Leucine-Responsive Regulatory Protein Bridges DNA In Vivo and Tunably Dissociates in the Presence of Exogenous Leucine
**Source:** mBio. 2023 Feb 14;14(2):e02690-22. doi: 10.1128/mbio.02690-22
**Supplement:** TEXT S1

### *Text S1. Construction of a faithful genetic background for analyzing Lrp function*

Many previous studies of *E. coli* Lrp utilized strain backgrounds with mutations in one or more of the three acetohydroxyacid synthase (AHAS) genes: *ilvBN*, *ilvGM*, or *ilvIH*, which are involved in the regulation and biosynthesis of branched-chain amino acids [28]; for example, the commonly used K12 strain MG1655 has a frameshift mutation in *ilvG*, whereas *ilvB* and *ilvIH* were mutated in some of the original Lrp studies. Because Lrp responds strongly to the presence of L-leucine and regulates branched-chain amino acid transport and biosynthesis, we opted to use the RL3000 lab strain of *E. coli* for all of our experiments, which is a derivative of MG1655 harboring a functional *ilvG* gene, and therefore containing all three fully functional AHAS isozymes [29].

To preserve Lrp regulation and copy number, we chose to integrate all Lrp mutants directly into the genome; however, the native *lrp* locus was difficult to modify without disrupting several LexA sites downstream of *lrp* or altering *ftsK* expression, which is an essential gene involved in cell division that is located immediately downstream of *lrp*. To circumvent these issues, we instead deleted the entire open reading frame of *lrp* at its native locus, leaving behind an FRT scar (*lrp::scar*), and integrated a cassette containing the native *lrp* promoter and WT *lrp* gene flanked by strong bidirectional terminators into a locus immediately downstream of the native *thyA* gene (Fig. 1A). We chose the *thyA* locus because *thyA* encodes Thymidylate Synthase, which can be used as a Lrp cassette-linked selectable marker on media lacking thymidine, and because the *thyA* and *lrp* loci are roughly equidistant from the origin and therefore have similar DNA copy numbers. To investigate the effect of oligomerization Lrp mutants on gene expression, we also integrated the “dimer-only”  $\Delta C11$  and the “octamer-only” D114E and L136R *lrp* genes into the *thyA* locus using the same approach (a full list of strains used in our study is given in Table S1).

# Supplementary material for: Escherichia coli Leucine-Responsive Regulatory Protein Bridges DNA In Vivo and Tunably Dissociates in the Presence of Exogenous Leucine
**Source:** mBio. 2023 Feb 14;14(2):e02690-22. doi: 10.1128/mbio.02690-22
**Supplement:** TEXT S3

## Supplementary Methods

### *Bacterial Strains and Culturing:*

The parental strain, RL3000 *lrp*::scar, was generated via P1vir transduction of *lrp*::*KanR* from the Keio collection [30] strain JW0872 into RL3000 followed by electroporation of pCP20 to flip out the FRT-flanked *KanR* marker. From here, *thyA*::*KanR* was transduced from the Keio collection strain JW2795 via P1vir transduction [31] and selected on LB plates supplemented with kanamycin and 20  $\mu\text{g/mL}$  thymidine, followed by electroporation of pKD46 [32]. Plasmids containing *lrp* (with its native promoter) flanked by strong bidirectional terminators and linked to *thyA* were generated for WT *lrp* and each of the *lrp* mutants or *thyA* only for the  $\Delta\textit{lrp}$  strains. Final strains were constructed via lambda red recombination of the *thyA-lrp* cassette into the pKD46-bearing *lrp*::scar, *thyA*::*KanR* strains, selected on LB lacking thymidine, and confirmed via colony PCR and Sanger sequencing. RL3000, *lacZ*::*CAT*, *p<sub>oppA</sub>-lacZ*, and RL3000, *lacZ*::*CAT*, *p<sub>alaE</sub>-lacZ* strains used for the Miller Assays were generated by first using lambda red recombination to replace native *lacZ* with *CAT* in the RL3000 *lrp*::scar parent, followed by introduction of *thyA*::*kanR* via P1vir transduction. From here, a cassette containing *lacZ* linked to loxP-flanked *specR* was recombined into the genome at either native *p<sub>oppA</sub>* or *p<sub>alaE</sub>*, such that the cassette was integrated between the promoter and translation start codon of *oppA* or *alaE*. Finally, *specR* was flipped out via induction of Cre recombinase from an arabinose-inducible plasmid, and the appropriate *lrp* mutant was integrated into the *thyA* locus using P1vir from the *thyA-lrp* strains from above. All cloning was performed in standard LB media supplemented with appropriate antibiotics. All strains used in experimental measurements (with the exception of the parental RL3000) were constructed in duplicate to ensure the robustness of our results; we refer to the independent but nominally isogenic variants of each genotype as “lineage replicates”.

For physiological experiments such as ChIP-seq, single colonies were inoculated into 0.04% glycerol-ammonia M9 minimal media and grown overnight at 37°C. The next day, these overnight cultures were diluted 1:200 into 0.4%-glycerol-ammonia M9 media (Min) or 0.4%-glycerol-ammonia M9 supplemented with 0.2% each of L-leucine, L-valine, and L-isoleucine (LIV). Log-phase samples were collected at  $\text{OD}_{600}=0.2$  and stationary-phase samples were collected approximately 12 hours after the log-phase time-point. Each “biological replicate” for such experiments refers to an experiment performed on a separate day arising from a separate colony grown as described above.

### *Miller Assays:*

Single colonies from LB plates were inoculated into 3mL 0.04%-glycerol-ammonia M9 minimal media and grown at 37°C overnight. The next day, 5 $\mu\text{L}$  cells were added to 1mL of Min or LIV minimal media (see above) in 2mL wells of a deep 96-well plate and grown at 37°C with shaking until approximately the desired  $\text{OD}_{600}$  was reached (around 0.2). At this point, 80 $\mu\text{L}$  cells were taken and added to a clear 96-well plate and the  $\text{OD}_{600}$  of each well was measured on a plate reader. 120 $\mu\text{L}$  of the  $\beta$ -Galactosidase master mix (80 $\mu\text{L}$  Z-Buffer with 2.7 $\mu\text{L/mL}$   $\beta$ -mercaptoethanol, 30 $\mu\text{L}$  Z buffer with 4mg/mL ortho-nitrophenol-galactoside (ONPG), 8 $\mu\text{L}$  PopCulture detergent (EMD Millipore Corp., Billerica, MA), and 2 $\mu\text{L}$  10mg/mL lysozyme in water, where Z-Buffer consists of 60mM  $\text{Na}_2\text{HPO}_4$ , 40mM  $\text{NaH}_2\text{PO}_4$ , 10mM KCl, and 1mM  $\text{MgSO}_4$ ) was then carefully mixed into each well with cells and the  $\text{OD}_{550}$  and  $\text{OD}_{420}$  were monitored every two minutes for one hour in a plate reader

with shaking between readings. RL3000 in the presence of 1mM IPTG was used as a positive control, whereas RL3000, *lacZ::CAT* was used as the negative control in these experiments. This protocol was adapted from [25] and [24].

#### *Western Blots:*

Single colonies from each strain were inoculated into 5mL LB and grown overnight at 37°C, back-diluted 1:200 into 3mL 0.04% Glycerol-Ammonia M9 media and grown again overnight at 37°C. The OD<sub>600</sub> of the resulting overnight cultures was measured and the appropriate amount of cells were added each into 5mL 0.4% Glycerol-Ammonia M9 media (Min) and 5mL 0.4% Glycerol-Ammonia M9 media supplemented with 0.2% each of L-leucine, L-isoleucine, and L-valine (LIV) such that the starting OD<sub>600</sub> in these cultures was 0.003. Cultures were grown at 37°C with shaking until mid-log phase (OD<sub>600</sub> = 0.2), at which point 2mL was spun down and cell pellets were flash-frozen at -20°C. Approximately 12 hours after the mid-log time-point was taken, the OD<sub>600</sub> was again measured, 1mL of these stationary phase samples were spun down, and cell pellets were flash-frozen at -20°C.

Cell pellets were resuspended in 1x Laemmli Loading Buffer (5μL 4x Laemmli Buffer: 1μL 1M DTT: 14μL 1xPBS) such that the concentration of cells was OD<sub>600</sub>=10/mL. Solutions of 0.5μM, 1μM, and 5μM solutions of purified native Lrp in 1x Laemmli Loading Buffer in order to calculate the amounts of Lrp in each sample and across blots. Samples were denatured at 99°C for 10min. 7μL of Bio-rad Precision-Plus Protein All-Blue Standards and 10μL each sample were then loaded into the wells of 15well 4-20% Bio-rad Mini-PROTEAN TGX Stain-Free Gels and electrophoresed at 175V for 45min at room temperature in Tris-Glycine-SDS Running Buffer. Gels were then rinsed in milliQ water and total protein was imaged with the 5min Stain-Free gel protocol on the Bio-Rad ChemiDoc MP Imaging System. Proteins were transferred onto Bio-rad Immuno-Blot PVDF Membranes (pre-activated in 100% methanol) via the wet transfer technique in Tris-Glycine-Methanol Transfer Buffer at 60V for one hour at 4°C. PVDF membranes were briefly rinsed in milliQ water and then incubated with 30mL 3% non-fat milk in TBST (Tris-Buffered Saline with Tween20) with gentle shaking at room temperature for 30 minutes. Excess milk was removed from the membrane and 10mL 1:4,000 monoclonal Lrp antibody in 3% non-fat milk in TBST was added to each membrane, incubating for 2 hours at room temperature. Primary antibody solution was removed and 10mL 1:5,000 HRP-goat, anti-mouse antibody in 3% non-fat milk in TBST was added to the membrane and allowed to incubate overnight at 4°C. The next day, PVDF membranes were washed 3x with TBST, allowing the membranes to gently shake at room temperature for 10min between washes. After washing, the PVDF membranes were rinsed briefly with milliQ water and 1mL of Millipore Immobilon Western Chemiluminescent HRP Substrate was added to the top of the membrane for 1 minute prior to imaging. Images were taken with a two-second exposure in the Chemiluminescence protocol on the Bio-Rad ChemiDoc MP Imaging System .

Raw image (tiff) files from the Lrp western blot images were loaded into ImageJ software and rectangles of the same size were placed over each Lrp band across the blot. Background signal was subtracted and the total pixel density was calculated for each band. Total protein signal was measured in a similar manner by loading the total protein gel image tiff files into ImageJ and, instead of placing a rectangle around a specific band, a rectangle was placed around each lane of the gel. After background subtraction, the total pixel density from each lane was calculated. To normalize Lrp levels and generate

relative Lrp abundances on the Western Blots, the Lrp western blot band pixel density was divided by the total protein blot lane pixel density for each sample.

The relative Lrp abundances were then analyzed using a Bayesian model, in which we assumed population-level (fixed) effects for the biological condition (media/growth phase combination), sample genotype, genotype:media interaction, genotype:growth phase interaction, and genotype:condition interaction, as well as group level (random) effects for each specific gel and for the effects of the condition given the strain identity. Data were log<sub>2</sub>-scaled and z-scored prior to model fitting, and then we report the back-transformed parameters in the original data units. The models were fitted using the R package brms [33,34] with 5000 iterations in each of four Monte Carlo chains; convergence was assessed based on the Rhat criterion plus visual inspection of the posterior predictive distributions. We used a normal(0,3) prior for the population-level effects, a normal(0,2) prior for the group-level effects, an lkj(10) prior for correlation parameters, and default priors for all other parameters.

#### *Paired Lrp-ChIP-seq and RNAP-ChIP-seq:*

Single colonies of each lineage of each strain were first grown overnight at 37°C in 0.04%Glycerol, 0.4%NH<sub>4</sub>Cl M9 minimal media with shaking. The next day, cells were back-diluted to OD<sub>600</sub>=0.003 into 250mL 0.2%Glycerol, 0.4%NH<sub>4</sub>Cl M9 minimal media (Min) or 250mL 0.2%Glycerol, 0.4%NH<sub>4</sub>Cl M9 minimal media supplemented with 0.2% each of L-leucine, L-isoleucine, and L-valine (LIV) and grown at 37°C with shaking until OD<sub>600</sub>=0.2 (log-phase), at which point 100μL cells were serially diluted in 1x PBS and plated on LB plates in order to calculate CFU/mL for each sample, and three separate aliquots of 30mL cells were added to 810μL 37% formaldehyde solution (final concentration = 1%), and 300μL 1M NaPO<sub>4</sub>, pH=7.4 and incubated with shaking at room temperature for 15 minutes. To quench the crosslinking reactions, 4M Tris, pH=8.0 was added to a final concentration of 280mM and samples were incubated with shaking at room temperature for an additional ten minutes. Cells were spun down at 15,000 x g for 2minutes at 4°C and cell pellets were washed twice with 50mL ice-cold TBS (50mM Tris, pH=7.5, 150mM NaCl). Final cell pellets were resuspended in 1mL TBS, transferred to 1.7mL Eppendorf tubes, and centrifuged for 3 minutes at 12,000 x g at 4°C. Upon removal of supernatant, cells were flash-frozen in a dry-ice ethanol bath and stored at -80°C. The same protocol was followed for the stationary phase time-point, which occurred 12hrs after removal of the log-phase aliquots. Note that for each sample and time-point, three cell pellets were generated.

Two of the frozen cell pellets for each log-phase sample were resuspended and combined in a total of 600μL Lysis Buffer and vortexed for 3 seconds. For stationary-phase samples, one pellet was resuspended in 1mL PBS and 100μL of this solution was added to 500μL Lysis Buffer. All samples were incubated at 37°C for 30min and then placed on ice. Samples were kept cold and sonicated for three bursts of 10s ON, 10s OFF at 25% power. 6μL RNaseA (10mg/mL), 5.4μL 100mM MnCl<sub>2</sub>, 4.5μL 100mM CaCl<sub>2</sub>, and 6μL DNaseI were added to each sample and mixed gently. Samples were incubated on ice for 15min and quenched with 50μL 0.5M EDTA, pH=8.0. Cell debris was removed via centrifugation at 16,000 x g for 10min at 4°C.

Cell lysates were added to 50μL pre-washed Protein G beads (supernatant from 50μL beads was discarded and beads were washed 3x with 1mL PBS+0.1% Tween20, final beads were resuspended with wide-bore tips in 50μL PBS+0.1% Tween20) and gently rocked at room temperature for one hour

to pre-clear the lysates. Samples were then placed on a magnetic stand and the supernatant was transferred to a fresh tube. 50µL pre-cleared lysate was set aside as the Input sample and mixed with 450µL Elution Buffer. Input samples were incubated for 12-16hrs overnight at 65°C to reverse crosslinks. The remainder of the cell lysate was split in half: 275µL for the RNAP-ChIP and 275µL for the Lrp-ChIP.

For the Lrp-ChIP, 100µL Protein G beads were washed 3x in 1mL PBS+0.1%Tween20 and resuspended in 100µL PBS+0.1%Tween20. These pre-washed beads were incubated with 10µg Lrp monoclonal antibody for 10 minutes at room temperature with gentle shaking. The 275µL Lrp-ChIP sample was then added to the bead-antibody mixture and incubated at room temperature for 1 hour with gentle rocking. The beads were then washed 3x with 1mL PBS+0.1%Tween20. 500µL Elution Buffer was added to the beads and samples were incubated at 65°C for 25 minutes with vortexing every 5 minutes. Samples were placed on a magnet stand and supernatant was placed into a fresh tube. Crosslinks were reversed by incubating overnight (12-16hrs) at 65°C.

The 275µL of RNAP-ChIP samples were added to 275µL 2x IP Buffer (1x composition: 100 mM Tris, pH 8; 300 mM NaCl; 2% Triton X100) and incubated with 10µg RNAP-ChIP antibody overnight with gentle rocking at 4°C. The next day, 50µL Protein G beads (per sample) were placed on a magnet stand and washed once with 1mL 1x IP Buffer and resuspended in 50µL 1x IP Buffer. These pre-washed beads were then added to the lysate-antibody mixture and incubated for 2 hours at 4°C with gentle rocking. For the next wash steps, 1mL of buffer was added, tubes were mixed thoroughly by inversion, placed back on the magnet stand, and supernatant discarded in the following order: IP Wash Buffer A (100 mM Tris, pH 8; 250 mM LiCl; 2% Triton X-100; 1 mM EDTA), IP Wash Buffer B (10 mM Tris, pH 8; 500 mM NaCl; 1% Triton X-100; 0.1% sodium deoxycholate; 1 mM EDTA), IP Wash Buffer C (10 mM Tris, pH 8; 500 mM NaCl; 1% Triton X-100; 1 mM EDTA), 1x IP Buffer supplemented with 1mM EDTA, and 1x TE. Beads were then resuspended in 500µL Elution Buffer (50 mM Tris, pH 8; 10 mM EDTA; 1% SDS) and incubated at 65°C for 25 minutes with vortexing every 5 minutes. Finally, samples were placed on a magnet stand and supernatant was removed to a fresh tube. Crosslinks were reversed by incubating overnight (12-16hrs) at 65°C.

After treatment with 10µL RNaseA (10mg/mL) for 2 hours at 37°C followed by 10µL Proteinase K for 2 hours at 50°C. DNA from the Input, Lrp-ChIP, and RNAP-ChIP tubes was then extracted via phenol-chloroform precipitation and concentrated via ethanol precipitation.

#### *Preparation of DNA samples for Illumina Sequencing:*

Concentrations of DNA samples were determined using dsDNA Quantifluor (Promega) following manufacturer's instructions, and samples were diluted to 5ng/µL prior to performing Illumina sequencing preps with the NEBNext Ultra II DNA Library Prep Kit, following manufacturer's instructions, with the following modification to the first bead-cleanup step: 68µL isopropanol and 174µL magnetic beads were added to each sample and then washed twice with fresh 80% ethanol as normal. All sequencing preps were performed using the Opentrons2 Liquid-handling robot up through the final PCR amplification step. Final bead cleanups were performed by hand, and DNA concentrations were again determined via dsDNA Quantifluor (Promega) following manufacturer's instructions. Samples were pooled into a 5nM library and sequenced on an Illumina NovaSeq 6000.

### *Processing of Illumina reads and peak calling:*

Read preprocessing, alignment, and initial quantitation was performed using version 2.3.6 of the IPOD-HR [24] analysis pipeline (<https://github.com/freddolino-lab/ipod>), up to but not including the ChIP subtraction stage. In brief, reads are clipped to remove identifiable Illumina adapter sequences, quality trimmed from their 3' ends, and then aligned to the *E. coli* MG1655 genome (version U00096.3) using bowtie2. Coverages were then calculated for each sample across the genome at 5 bp intervals, and the coverages quantile normalized separately for each condition/genotype combination. After quantile normalization, the median value of each sample was set to 100 by rescaling the data, and a pseudocount of 0.25 added to each position. Log<sub>2</sub> ratios for each non-input sample were calculated relative to the matched input sample; values were then averaged across biological replicates. The averages were subsequently converted to robust z-scores.

For the Lrp ChIP data, to remove any contributions from nonspecific antibody background, the position-wise robust z-scores from *lrp* knockout cells under the same condition were subtracted from the robust z-scores for each sample of interest; the background-subtracted robust z-scores were then used for analysis throughout the text unless otherwise noted.

Lrp peaks were called for each sample for a range of z-score thresholds from 1-8 in intervals of 0.1. We then determined (and subsequently applied) an optimal peak z-score threshold for each sample by maximizing the Kullback-Leibler divergence between the distributions of occupancy scores for peak vs. non-peak regions of the genome (with the occupancy scores discretized into bins at unit increments from -10 to 10, with a pseudocount of 1 added to each bin). Final peak lists for each sample were generated by keeping only the peaks that occurred in both lineages of a single condition with at least a 50% reciprocal overlap. Heatmaps of Lrp occupancy at each peak were generated by plotting the average Lrp occupancy across the length of a peak.

### *TSS pileup plots:*

Occupancies around transcription start sites were collected on 2 kb windows centered on all RegulonDB-annotated transcription start sites [35] (using RegulonDB Release 10.9, downloaded 6/29/2021), and then plotted using the clustermap function of seaborn, building on the numpy, scipy, matplotlib, and pandas libraries [36–40].

### *RNAP-ChIP analysis:*

RNAP ChIP reads were processed as described above up through the read alignment stage, and then coverage of transcriptional units (from RegulonDB [35]) calculated using the summarizeOverlaps function of the R package GenomicAlignments [41], using mode “IntersectionStrict”. Differential expression calling and fold change estimation between conditions was then performed using *deseq2* [26], with multiple hypothesis testing correction using the IHW method [42].

### *Calculation of the distribution of the number of local Lrp peaks:*

To calculate the number of sub-peaks within each called peak region, we first defined a window around each peak call that contained the full peak plus 2 kb of padding in either direction (using `bedtools slop`), and then smoothed the occupancy with a Hann filter over a 500 bp window (using the `scipy.signal.convolve` function), and flagged peaks using the `scipy.signal.find_peaks` function

with parameters `height=1`, `distance=50` (corresponding to a 250 bp range between peaks, as data points were taken at 5 bp intervals). The numbers of distinct peaks identified in each window were used to generate the distributions shown in Fig. 5E.

#### *Lrp-ChIP-qPCR:*

In order to obtain the various binding site variants shown in Fig. 6B, a plasmid containing WT *fadR-ycgB-dadAX* upstream of a KanR marker was generated and used as a backbone template to construct the *Lrp5\_scr*, *Peak3\_scr*, and *Secondary\_scr* plasmids, where the inserts were generated using the gBlocks listed in Table S3. WT RL3000 containing the  $\lambda_{\text{red}}$  helper plasmid (pKD46) was electroporated with a chloramphenicol acetyltransferase (CAT) gene flanked by sequences with 20bp homology to the regions upstream of *fadR* and downstream of *dadX* respectively and grown on LB plates containing chloramphenicol. Successful *fadR-ycgB-dadAX* knockouts were verified by PCR and Sanger Sequencing. Two independent colonies were then grown in liquid culture and electroporated with fresh pKD46 helper plasmid in preparation to generate the final strains via  $\lambda_{\text{red}}$  recombineering. Two independent lineages (A and B) for each of *WT fadR-ycgB-dadAX-KanR*, *Lrp5\_scr-fadR-ycgB-dadAX-KanR*, *Peak3\_scr-fadR-ycgB-dadAX-KanR*, and *Secondary\_scr-fadR-ycgB-dadAX-KanR* were then generated at the native genomic *fadR-ycgB-dadAX* locus using  $\lambda_{\text{red}}$  recombination with a PCR product of the corresponding plasmid DNA, selecting for Kanamycin resistance. Because Peak3 is about 1kb wide and sits on the divergent *ycgB* and *dadAX* promoters, we scrambled the regions not overlapping the -35 and -10 sites and made synonymous mutations in the open reading frames (ORFs) so as to minimally disrupt the proteins synthesized from these genes. Similarly, because the secondary peaks were each about 500bp and overlapped *fadR*, *ycgB*, and *dadX* ORFs, we made synonymous mutations such that the encoded proteins would be intact but the Lrp binding sites on the DNA would be disrupted. For harvest of chromatin for ChIP-qPCR, each of the target strains was grown to mid-log phase in Min media as described in “Preparation of samples for paired Lrp-ChIP-seq and RNAP-ChIP-seq” above.

Input DNA samples were diluted 1:150 in 1xTEe such that their concentrations were in the same range as the Lrp-ChIP samples. qPCR was performed on three technical replicates of each sample with Bio-Rad iTaq Universal SYBR Green Supermix according to manufacturer’s instructions and samples were run on the Bio-Rad CFX Opus 384 Real-Time PCR instrument to determine Cq values. Lrp-ChIP Cq values at each locus were offset by the mean Cq value of two control regions: *cysG* and *mdoG*. See Table S3 for primer sequences. To ensure that primer efficiencies were comparable across samples/mutants, we ran qPCR with all appropriate primer pairs on a 10-fold dilution series of the input samples (ranging from 1 to  $10^{-8}$ ) and analyzed the slopes of the resulting Cq values vs.  $\log_2$  dilutions. Because all of the slopes were highly comparable (  $-2 \pm 0.1$  ), we did not further normalize Cq values by primer efficiency.

The ChIP-qPCR data were analyzed using a Bayesian model in which the  $\log_2$  fold changes (i.e., difference between ChIP and input Cq values, after correction for the control regions) were treated using a linear model with normally distributed residuals. We included population-level terms for the peak identity (i.e. primer pair), peak:sample interaction (the key parameter of interest), and sample:lineage interaction (accounting for variability across biological replicates), as well as group-level effects for each peak:sample:lineage combination and each peak:technical replicate combination.

Models were fit using brms [33,34] using default parameters, and fit quality assessed using the Rhat criterion and visual inspection of the posterior predictive distributions. We used normal(0,10) priors for the peak terms, normal(0,2) priors for the other population-level terms, and brms default priors for all other model terms.

#### *RNA Extraction and qRT-PCR:*

Two independent lineages (A and B) of WT-*lrp*, *lrp::scar*, WT-*lrp ygaP::scar* and *lrp::scar ygaP::scar* were generated independently with *lrp* at the *thyA* locus as described in Figure 1A. Each strain was grown to mid-log phase ( $OD_{600}=0.2$ ) in Min media (M9 Glycerol-Ammonia) as described in “Bacteria Strains and Culturing” above. At the appropriate  $OD_{600}$ , 1mL cells were mixed with 2mL RNA Protect Bacteria Reagent (Qiagen, Hilden, Germany) and incubated for five minutes at room temperature prior to pelleting the cells via centrifugation at 10,000 x g for five minutes at 4°C. The supernatant was removed and cell pellets were flash-frozen in a dry ice-ethanol bath prior to being stored at -80°C. To extract the total RNA, cell pellets were resuspended in 100µL TE and treated with 1µL ReadyLyse lysozyme solution (Epicentre, Madison, WI) and 10µL Proteinase K (Thermo Fisher, Waltham, MA) for 10min at room temperature with vortexing every two minutes. Total RNA was purified using the Zymo RNA Clean and Concentrator-5 kit according to manufacturer’s instructions and eluted with 25µL nuclease-free water. To remove DNA contamination, the RNA samples were mixed with 58µL RNase-free water, 10µL Baseline Zero 10x DNase Reaction Buffer, 2µL murine RNase inhibitor, and 5µL Baseline Zero DNase and incubated at 37°C for 30min. Remaining total RNA was then purified via the Zymo RNA Clean and Concentrator-5 kit according to manufacturer’s instructions and eluted with 15µL nuclease-free water. RNA was quantified using the NanoDrop and diluted to approximately 15ng/µL in nuclease-free water.

qRT-PCR was performed on three technical replicates of each sample with Bio-Rad iTaq Universal SYBR Green Supermix and Reverse Transcriptase according to manufacturer’s instructions and samples were run on a Bio-Rad CFX Opus 384 Real-Time PCR instrument to determine Cq values. To ensure RNA samples did not have DNA contamination, control reactions were performed in the absence of Reverse Transcriptase.  $\Delta\Delta Cq$  values at each locus were determined by subtracting *lrp::scar* Cq values from the Cq values of the respective WT-*lrp* samples, and  $\Delta\Delta Cq$  values were normalized across samples by subtracting the respective mean Cq values of two control regions: *cysG* and *mdoG*.

The qRT-PCR data were analyzed using a Bayesian model similar to that described above for ChIP-qPCR data, using the Cq values from the instrument after centering the mean of all Cqs on zero. For both of the loci considered, we used a linear model in which error terms were assumed to be normally distributed, fitted using the brms R package [33,34]. In the case of the *stpA-alaE* locus, we fitted a model including population-level terms for the target gene, *ygaP* status, and three-way interaction between target gene, *ygaP* status, and *lrp* status (WT or *scar*); we also included group-level terms for each actual strain (combination of *ygaP* status, *lrp* status, and lineage replicate), and for each combination of gene and technical replicate. We used a normal(0,10) prior for the gene level effects, normal(0,4) priors for all other population-level terms, and brms default priors for all other terms. The key object of inference was then the difference in Cq induced by *Lrp* for the gene of interest (*stpA* or *alaA*), relative to the control genes, and whether those effects differed based on *ygaP* status.

Our analysis at the dadAX locus was similar, and in this case included population-level terms for the target gene, the cell genotype, and the target-genotype interaction, as well as group-level effects for each biological sample (genotype - biological replicate - lineage replicate combination) and each combination of target gene and technical replicate. We used normal(0,10) priors for the gene level effects, normal(0,4) priors for all other population-level effects, and brms defaults for all other priors. In this case the key object of inference was the difference in expression of each target gene (relative to housekeeping controls) observed for each genotype. Convergence and model fits were assessed as described above for ChIP-qPCR data.

#### *Purification of native, un-tagged E. coli Lrp:*

The pColdIV expression system [43,44] was used to over-express un-tagged *lrp* in an MG1655 *lrp::scar* background strain. After optimizing expression conditions, 8L of cells were grown in TB media supplemented with ampicillin at 37°C and protein expression was induced at OD<sub>600</sub>=1.5 by shifting the temperature to 16°C and simultaneously adding 1mM IPTG. Cells were then grown for 42 hours at 16°C and then pelleted by centrifugation. 61g cell pellet was gently resuspended in 500mL Lysis Buffer (TGED (20% glycerol) + 0.5M KCl, pH=7.5 and sonicated for a total of 5 minutes (5s ON, 20s OFF) on ice. Sonicated lysate was then centrifuged at 15,000 x g for two hours at 4°C to remove cellular debris. The remaining lysate was dialyzed against TGED + 50mM KCl, pH=8.0 to remove excess salt. The dialyzed sample was then loaded onto a pre-equilibrated (TED + 10mM KCl, pH=8.0) 50mL Q-Sepharose ion exchange column, washed with 100mL TED + 10mM KCl, pH=8.0, and eluted with a 100mL gradient from 50mM to 500mM KCl in TED, pH=8.0 buffer. Fractions containing Lrp were pooled and concentrated down to 10mL by centrifugation in the 10kDa MWCO Amicon filter units prior to being loaded onto a pre-equilibrated (TED + 0.3M KCl, pH=7.5) size exclusion column and eluted with 120mL TED + 0.3M KCl, pH=7.5 buffer. Samples containing Lrp were again pooled and dialyzed against TED + 50mM KCl, pH=7.5 to remove excess salt prior to being loaded onto a pre-equilibrated 25mL Heparin-Sepharose column (TED + 10mM KCl, pH=7.5). The Heparin-Sepharose column was then washed with 250mL TED + 10mM KCl, pH=7.5 and sample was eluted with a 50mL gradient of 10mM to 500mM KCl in TED, pH=7.5. Fractions containing Lrp were pooled and concentrated using the Amicon 10kDa MWCO filter. Glycerol was added to a final concentration of 50% w/v and purified protein was aliquoted into eppendorf tubes prior to storage at -80°C. The final concentration after addition of glycerol was 213.3µM Lrp (monomer) (4mg/mL) in a volume of 8mL (32mg purified Lrp from an 8L culture) at greater than 97% purity (based on a Coomassie stained gel).

#### *Atomic Force Microscopy:*

Purified Lrp was incubated with purified 2,101bp *alaE* DNA using primers *alaE-stpA\_fwd* and *alaE-stpA\_rev* (Table S3) with or without leucine in HEPES buffer (20mM HEPES, 1mM MgCl<sub>2</sub>, and 100mM KCl, pH=7.5) and incubated at 37°C for 15min; concentrations are specified in Figure 6. Samples were crosslinked with 0.2% glutaraldehyde for 10min at room temperature and quenched with Tris, pH=7.5 at a final concentration of 333mM. 10µL of sample was adsorbed on freshly cleaved mica for one minute before rinsing with milliQ water and blowing dry with nitrogen. A fresh FESP-V2 probe at a stiffness of 2.8N/m was utilized for all AFM imaging on an AFM Workshop Table-Top AFM

instrument. Observed events were then binned into five discrete categories by staff at the University of Michigan Single Molecule Analysis in Real-Time (SMART) Center, who were not aware of the biological significance of the samples. The categories used were: DNA only, Lrp only, Lrp-DNA complex (unbridged), Lrp-DNA complex with intramolecular bridging, and Lrp-DNA complex with intermolecular bridging.

# Supplementary material for: Escherichia coli Leucine-Responsive Regulatory Protein Bridges DNA In Vivo and Tunably Dissociates in the Presence of Exogenous Leucine
**Source:** mBio. 2023 Feb 14;14(2):e02690-22. doi: 10.1128/mbio.02690-22
**Supplement:** TEXT S2

### *Text S2. Classes of Lrp-regulated genes*

In considering the overall patterns of Lrp occupancy observed in Figure 2B, it is also useful to consider the clustering of Lrp binding regions (Y-axis of Fig. 2B), which separate into eight distinct classes (1-8). Class 1 consists of WT and D114E Min-Stat specific sites. Class 2 contains the D114E-Min specific binding sites, whereas Class 3 consists of regions bound by D114E regardless of the presence of leucine, demonstrating D114E's leucine insensitivity at only a subset of sites. Class 4 is a broad class of sites that are relatively leucine insensitively bound by WT, D114E, and L136R; these are likely some of the strongest Lrp binding sites since they remain occupied by Lrp even in LIV. Class 5 contains L136R-Stat specific sites, of which there are only a few. Conversely, the large Class 6 contains WT, D114E, and L136R Min specific peaks, as well as the L136R LIV peaks, which thus represent the 'normal' targets of Lrp in the minimal media condition and further demonstrate that L136R in LIV acts like WT in Min. Class 7 consists of predominantly L136R-Min and D114E-Min-Log peaks. Finally, Class 8 is made up of non-specific Lrp binding and could be attributed to noise in our peak-calling method.

How the deposited data were processed for this re-analysis (not part of the article)

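The processed RNAP ChIP-seq tables of the study were analysed, 12 comparisons of WT, D114E or L136R with lrp::scar in Min or LIV and in mid-log or stationary phase. The sample list holds 234 libraries, of which the Lrp ChIP libraries and those of the dC11 strain were not analysed here. Per the methods of the paper, the authors trimmed the reads, aligned them to the MG1655 genome, counted RNAP ChIP reads over the transcription units (TUs) of RegulonDB, and fitted each comparison with DESeq2. The log2 fold changes and their standard errors are as deposited by the authors, from DESeq2, as RNAP relative to input in one strain against lrp::scar. The p-values are Wald p-values and the q-values come from IHW, both as deposited by the authors. The mean normalized count of each TU and the Wald statistic, which serve as a score of a TU here, were made by the authors with DESeq2 over all libraries of a comparison. The authors also deposited shrunken log2 fold changes, which were not used here.

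Each table lists 3691 TUs, which hold 3066 distinct sets of genes. Of the 419 sets listed more than once, 414 had identical mean counts, so results were also computed with 1 TU per set of genes. TUs that share genes or overlap share reads, and ChIP reads carry no strand, so antisense or overlapping genes are not told apart. Gene coordinates are those of the MG1655 reference annotation, in which 98.9% of the gene names in the TU names were found. TUs with a value in both tables were taken to be those with a deposited p-value in both, since the authors' tables leave it empty at some TUs, a reading of the rule made after the tables were seen. The tables give 1 value per comparison and none per library, so library totals, batches, lineages and replicates were not compared, and the depth is described by the mean count per TU. The median standard error of a log2 fold change was between 0.090 and 0.18 over the 12 tables.

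A TU was called at an IHW q-value under 0.05. Leucine effects (LIV minus Min), strain differences, strain differences in the leucine effect, and the difference between L136R in LIV and WT in Min were divided by the root of the summed squared standard errors, and 2-sided normal p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Spearman's rho was computed across TUs called in either table, without a p-value since TUs are not independent replicates. Reference values came from 1000 draws of tables from the deposited standard errors, either with no leucine effect or, for tables that share lrp::scar libraries, with unrelated effects. The change in the Lrp effect induced by LIV uses the measure of Fig. 5C but covers called TUs, whether or not Lrp binds them. The TUs called for WT were grouped by whether the leucine effect passed the threshold and by its direction. Opposite signs in Min and LIV were put in 1 group with larger values in LIV, which differs from the classes of Fig. 3H. The design, the rule for named TUs and all alternatives but the one named in the closing section were set before the data were examined, apart from the reading of the rule above and the pairs of tables named in the closing section. The named TUs were those of each gene with an RNAP panel (12 TUs), of lrp and thyA, of the other loci the paper's text discusses, and, for each comparison of log-phase tables set out for this, the 3 TUs with the largest difference among those past the threshold with a mean count of at least 10 in each table. Where several TUs hold a gene, the operon named in the paper was taken, else the TU with the most genes.

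The tests were tested on simulated data with 200 TUs changed by a log2 value of 1 in 50 draws. The leucine effect test recovered 89.2% of them for WT, 88.3% for D114E and 77.9% for L136R, with 4.69% false among the calls for WT. For the strain difference in the leucine effect of L136R, which has the largest standard errors, 59.9% were recovered with summed standard errors and 84.2% with the covariance of the shared lrp::scar libraries, at which 5.25% of the calls were false. That covariance was set from the number of libraries per group with equal variances. The simulated tables were drawn with the same covariance, so the share of false calls cannot show whether it holds in the data. The simulation draws from the deposited standard errors and does not test whether those are large enough for the cultures, which the division of z values by their robust SD addresses when most TUs are taken to be unchanged. The other alternatives were another adjustment of the p-values, stricter thresholds, a minimum fold change, a minimum mean count of 10, centring of each table on its median, Pearson's r, other sets of TUs, and other TUs that hold a named gene. Lists of FNR-activated, ribosomal protein, RpoS-activated, methionine and lysine TUs were written by hand after the patterns they bear on were seen and before their own values were, and the median of each was ranked among 10000 random lists of the same size matched on mean count. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.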

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

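The tests of shared lrp::scar libraries and of the precision of the fold changes were chosen only after the result was seen, as were the pairs of tables compared across all TUs, which were picked from the correlations among all 12 tables, with 2 further pairs of L136R and D114E computed and not reported.

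Leucine effects differed between L136R and WT at 916 TUs, by a test of the difference itself, with 580 higher for L136R and 336 lower. After centring, 914 TUs passed, and after division of the z values by their robust SD, 8. Among TUs past the threshold with a mean count of at least 10 in each table, the largest differences were -6.22 (SE 0.70) at bssR, whose adjusted p rose to 0.0669 under that division and stayed under 0.05 under the other alternatives, and -5.54 (SE 0.57) at grcA, which stayed past the threshold. The fnrS TU, under that count in WT Min-Log, passed with -9.17 (SE 2.05), and its adjusted p was 0.963 after the division. At bssR the leucine effect was 3.05 for WT, 3.04 for D114E and -3.17 for L136R, and at grcA 3.10, 3.21 and -2.44. Mean normalized counts in log phase were between 255 and 915 at bssR and between 330 and 1211 at grcA. These TUs are part of a wider pattern, in which the RNAP changes of L136R in Min-Log went with those of WT and D114E in LIV-Log, with a Spearman rho of 0.738 over 767 called TUs for WT and 0.739 over 652 for D114E. Chance values of shared lrp::scar libraries cannot give this, since Min and LIV used separate ones and rho across all TUs was 0.630 for WT LIV-Log and L136R Min-Log. A later harvest cannot be told apart from other causes by 20 RpoS-activated TUs. Their median ranked higher among matched random lists in D114E Min-Log, outside the pattern, than in L136R Min-Log. In L136R Min-Log it lay above 93.1% of those lists. That value is short of the level set for this explanation, by which the test would have counted against it, and the reading was changed to undecided after the value was seen. The other tables gave that list 88.9% in WT Min-Log, 98.0% in WT LIV-Log, 99.5% in D114E Min-Log, 98.3% in D114E LIV-Log and 91.8% in L136R LIV-Log.

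Lower oxygen in these cultures stays open and is a candidate explanation, since the median of 8 FNR-activated TUs lay above 99.88% of matched lists or more in the 3 tables, with medians of 0.38 in WT LIV-Log, 0.39 in D114E LIV-Log and 0.24 in L136R Min-Log. In the other log-phase tables its percentile was 1.25 for WT Min-Log, 55.4 for D114E Min-Log and 19.6 for L136R LIV-Log. A difference in growth rate cannot be told apart from other causes by the 18 ribosomal protein TUs, whose median lay at percentile 0 in the 3 tables but also at 0.0400 in D114E Min-Log, against 99.7 in WT Min-Log and 97.54 in L136R LIV-Log. The paper reports slow growth of D114E in Min, relieved in LIV, and the reverse for L136R (Fig. 1B). The percentiles were low for D114E in both media, and for L136R low in Min and high in LIV. They were not set against the doubling times, so growth rate stays undecided. An exchange of the Min and LIV libraries of L136R also remains open. It would bring the slope of L136R's log2 ratio of LIV to Min mean counts on that of WT near 0, and the slope was 0.217 (SE 0.020) over 3590 TUs, against 0.706 (SE 0.010) for D114E. Among 6 TUs that changed with the medium in WT and D114E and were not called for either strain, the median log2 ratio of L136R was 0.78, beside 0.64 for WT and 0.66 for D114E, where an exchange predicts a value near 0. Their median leucine effect was -1.01 for L136R, 0.53 for WT and 0.38 for D114E, where an exchange predicts a negative value for L136R, so the 2 medians point opposite ways. This test was set up after the slope and single TUs such as leuLABCD had been seen, and 2 other limits on the ratio were also looked at, with median ratios for L136R and D114E of 0.26 and 0.48 over 62 TUs at the looser limit and 0.67 and 0.83 at 1 TU at the stricter one. The median leucine effects at these limits were -0.31 for L136R, 0.41 for WT and 0.42 for D114E at the looser one and -1.03, 0.20 and -0.30 at the stricter one. The log2 ratio of LIV to Min mean counts of lrp itself, which lrp::scar lacks, was 0.78 for L136R, 0.55 for WT and 0.61 for D114E, a value seen before it was weighed. The Lrp ChIP libraries, which could bear on this, were not analysed here. Library sizes, batches and the share of counts in a few TUs could not be examined without values per library, and a different response of L136R to leucine stays among the open explanations as a biological one.

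Between D114E and WT, the leucine effects differed at 37 TUs, by the same kind of test, with alaE as the largest among those past the threshold with a mean count of at least 10 in each table, at -3.46 (SE 0.33). The alaE effect was 3.18 (SE 0.24) for WT and -0.28 (SE 0.24) for D114E, with mean normalized counts between 302 and 790. In Min-Log, D114E was lower than WT at livKHMGF by a difference of -1.58 (SE 0.15) and higher at metA by 2.30 (SE 0.32) and at metR by 1.59 (SE 0.31). These 4 differences kept their direction and stayed past the threshold after centring and after division by the robust SD. The 6 other methionine TUs had a median difference of 0.90, at percentile 100 of matched random lists, and 5 of them were above 0, so the pattern covers the methionine genes as a group and may reflect methionine supply in these cultures. Neither a difference between cultures of the strains nor an effect of D114E on these genes was tested, and both stay open.

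In Min-Stat, L136R and WT differed at 22 TUs (20 higher with L136R and 2 lower), 5 with 1 TU per set of genes and 254 with the covariance of the shared lrp::scar libraries. The L136R table holds 458 calls, against 31 for WT and 89 for D114E. More precise fold changes do not account for the difference from WT, since the median standard error of L136R was 1.02 times that of WT, while that of D114E, at 0.10, was above the 0.092 of L136R, so precision stays open for the difference from D114E. Subtracting WT cancels the shared chance values of lrp::scar, and the covariance sets the standard error of that difference. With the covariance, 165 of the 458 TUs differed from WT. These TUs were selected on their L136R values, which favours such a difference. How far shared chance values add to the 458 calls therefore stays undecided. The called TUs moved in the same direction in 373 cases for WT and 454 for D114E, which comparisons with the same lrp::scar libraries favour. An effect of L136R in stationary phase and a difference between cultures stay open and were not tested.

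In LIV-Log, L136R exceeded WT at leuLABCD by 3.66 (SE 0.29), by a test of the difference. Its mean normalized counts were between 4680 and 22165, the difference stayed past the threshold under each alternative tried, and neither an exchange of libraries nor a biological explanation was tested at this TU. The lysC TU, which the paper does not discuss, had a leucine effect of -3.15 (SE 0.25) for L136R, -1.97 (SE 0.40) for WT and -2.36 (SE 0.65) for D114E. Division of the z values by their robust SD took the lysC effect to an adjusted p of 0.427 for WT and 0.0783 for D114E. In the tables of LIV-Log, dapB, singled out after its values were seen, was lower than in lrp::scar by log2 fold changes of -2.28 for WT, -2.39 for D114E and -3.33 for L136R in the authors' deposited tables. The 6 other lysine TUs had median log2 fold changes of -0.53 for WT, -0.45 for D114E and -0.42 for L136R in LIV-Log and lay at or below percentile 0.0900 of matched lists in all 3 LIV-Log tables and at 95.1, 26.4 and 6.79 in Min-Log for WT, D114E and L136R. Of these TUs, 1 had a value above 0 for WT, 2 for D114E and 3 for L136R in LIV-Log. The 3 comparisons share the lrp::scar libraries of LIV, so a high value in those libraries may give this pattern as well as an effect of Lrp.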

How the results depend on the processing

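The correlations over TUs called in both tables were chosen after the result was seen, unlike the other alternatives. The cause of a change was not tested unless the alternative itself shows it. No paired analysis was possible because the tables hold 1 value per comparison and none per library, so the replicate block and the leave-one-out fits were not run. The depth is known only as mean counts per TU. A minimum mean count of 10 removed between 58 and 106 of 3691 TUs per table, too few to show whether the depth limits the calls at the others. Benjamini-Hochberg adjustment of the deposited p-values kept all 12 numbers of calls within 1.5 times.

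A minimum absolute log2 fold change of 1 left fewer calls by construction, 46 for WT Min-Log, 47 for WT LIV-Log, 58 for D114E Min-Log, 57 for D114E LIV-Log, 59 for L136R Min-Log, 77 for L136R LIV-Log, 1 for WT Min-Stat, 1 for WT LIV-Stat, 7 for D114E Min-Stat, 25 for L136R Min-Stat and 4 for L136R LIV-Stat. A q-value under 0.01 left 311 for WT LIV-Log, 232 for L136R Min-Log, 19 for WT Min-Stat, 9 for WT LIV-Stat, 44 for D114E Min-Stat, 201 for L136R Min-Stat and 4 for L136R LIV-Stat. Centring changed the split of calls into higher and lower, from 152 of 292 higher to 182 of 295 for D114E Min-Log, from 159 of 258 to 206 of 302 for L136R LIV-Log, from 12 of 14 to 8 of 11 for WT LIV-Stat and from 2 of 8 to 1 of 7 for L136R LIV-Stat.

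Division of the z values by their robust SD left 29 for the WT leucine effect in log phase, 124 for the D114E leucine effect, 14 for the L136R leucine effect, 26 for D114E minus WT in Min-Log, 1 for L136R minus WT in Min-Log, 34 for L136R minus WT in LIV-Log, 3 for the difference between the leucine effects of D114E and WT and 8 for the difference between the leucine effects of L136R and WT past the threshold of 0.05. It also changed the share of higher values, to 5 of 14 from 226 of 334 for the L136R leucine effect, to 4 of 8 from 580 of 916 for its difference from WT, to 1 of 3 from 19 of 37 for that of D114E, to 21 of 26 from 67 of 202 for D114E minus WT in Min-Log and to 1 of 1 from 93 of 279 for L136R minus WT in Min-Log. A threshold of 0.01 left 344 for the WT leucine effect in log phase, 160 for the D114E leucine effect, 125 for the L136R leucine effect, 97 for D114E minus WT in Min-Log, 66 for L136R minus WT in Min-Log, 154 for L136R minus WT in LIV-Log, 0 for the WT leucine effect in stationary phase, 0 for the D114E leucine effect in stationary phase, 2 for L136R minus WT in Min-Stat, 19 for the difference between the leucine effects of D114E and WT and 433 for the difference between the leucine effects of L136R and WT. Beside the counts of 0, 159 TUs for WT and 103 for D114E had an unadjusted p under 0.05. The covariance of the shared lrp::scar libraries lowers the standard errors by construction and gave 696 for D114E minus WT in Min-Log, 19 for D114E minus WT in LIV-Log, 1179 for L136R minus WT in Min-Log, 1178 for L136R minus WT in LIV-Log, 4 for D114E minus WT in Min-Stat, 10 for D114E minus WT in LIV-Stat, 254 for L136R minus WT in Min-Stat, 15 for L136R minus WT in LIV-Stat, 510 for the difference between the leucine effects of D114E and WT and 1918 for the difference between the leucine effects of L136R and WT. Counting 1 TU per set of genes gave 129 for D114E minus WT in Min-Log, 5 for L136R minus WT in Min-Stat, 21 for the difference between the leucine effects of D114E and WT and 44 for L136R in LIV against WT in Min, and 165 calls for L136R LIV-Log. Centring gave 6 for the WT leucine effect in stationary phase. It moved the split of the L136R leucine effect from 226 of 334 higher to 291 of 382, that of its difference from WT from 580 of 916 to 663 of 914, that of the D114E leucine effect from 134 of 282 to 111 of 267, that of D114E minus WT from 67 of 202 to 68 of 164 in Min-Log, and that of L136R minus WT from 93 of 279 to 88 of 355 in Min-Log and from 226 of 300 to 289 of 346 in LIV-Log.

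Correlations between Min and LIV with 1 TU per set of genes were 0.0263 for WT and 0.2202 for L136R, with Pearson's r 0.114 for WT, 0.253 for D114E and 0.447 for L136R, over all TUs, where the sign changed for WT and L136R, -0.231 for WT, 0.0558 for D114E and -0.173 for L136R, and over the TUs called in WT Min-Log 0.199 for WT, 0.287 for D114E and 0.422 for L136R. Over TUs called in both tables, they were 0.272 for WT, 0.475 for D114E and 0.836 for L136R. Those between strains with 1 TU per set of genes were 0.652 for L136R LIV-Log with WT Min-Log, 0.471 for D114E Min-Log with WT Min-Log, 0.917 for D114E LIV-Log with WT LIV-Log and 0.301 for L136R LIV-Log with WT LIV-Log. With Pearson's r they were 0.702 for L136R LIV-Log with WT Min-Log, 0.345 for D114E LIV-Log with WT Min-Log, 0.720 for WT LIV-Log with L136R Min-Log, 0.723 for D114E LIV-Log with L136R Min-Log, 0.715 for D114E Min-Log with WT Min-Log and 0.520 for L136R Min-Log with WT Min-Log. Over all TUs, where those of L136R with WT in the same medium changed sign, they were 0.485 for L136R LIV-Log with WT Min-Log, 0.130 for D114E LIV-Log with WT Min-Log, 0.630 for WT LIV-Log with L136R Min-Log, 0.455 for D114E LIV-Log with L136R Min-Log, 0.185 for D114E Min-Log with WT Min-Log, -0.0928 for L136R Min-Log with WT Min-Log, 0.742 for D114E LIV-Log with WT LIV-Log and -0.0542 for L136R LIV-Log with WT LIV-Log. Simulated tables with no effects and shared lrp::scar libraries gave, over all TUs, 0.459 for D114E Min-Log with WT Min-Log, 0.457 for L136R Min-Log with WT Min-Log, 0.530 for D114E LIV-Log with WT LIV-Log and 0.528 for L136R LIV-Log with WT LIV-Log, so only D114E LIV-Log with WT LIV-Log lay above its value without effects. Over TUs called in both tables, the correlations between strains were 0.876 for L136R LIV-Log with WT Min-Log, 0.549 for D114E LIV-Log with WT Min-Log, 0.766 for WT LIV-Log with L136R Min-Log, 0.884 for D114E LIV-Log with L136R Min-Log, 0.923 for D114E Min-Log with WT Min-Log, 0.865 for L136R Min-Log with WT Min-Log, 0.9298 for D114E LIV-Log with WT LIV-Log and 0.739 for L136R LIV-Log with WT LIV-Log.

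The median change in the Lrp effect induced by LIV was -0.41 for WT over TUs called in Min, -0.54 for WT, -0.20 for D114E and 0.10 for L136R over TUs called in LIV, -0.22 for WT, -0.099 for D114E and -0.24 for L136R over all TUs and -0.47 for WT after centring. The share below 0 was 90.1% for WT, 83.9% for D114E and 81.4% for L136R over TUs called in Min, 73.6% for WT, 52.0% for D114E and 45.3% for L136R over TUs called in LIV, 78.7% for WT, 69.6% for D114E and 79.0% for L136R over all TUs, 78.7% for L136R with 1 TU per set of genes and 83.2% for WT after centring. Calling TUs in a single medium shifts these medians and shares by itself, and no redrawn tables were made for those sets. For the groups of TUs called for WT, calls alone gave 321 TUs called in Min only and 68 called in both with the same sign, a threshold of 0.01 left 272 with opposite signs or larger values in LIV, and 1 TU per set of genes left 29 with smaller values of the same sign in LIV.

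Among 347 differences at named TUs, 138 passed the threshold, and none of these changed direction under any alternative. Differences near 0 changed sign at aroG, D114E minus WT in LIV-Log, to 0.025 after centring, at pepD, D114E minus WT in Min-Log, to 0.0064 after centring, and at lgt-thyA, the D114E leucine effect, to 0.017 with the other TU that holds thyA. Over all alternatives, 2078 values at named TUs held 1906 with the same direction and call, 127 that fell below the threshold (78 under division by the robust SD) and 41 that newly passed it (36 with the covariance).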

Differences from the paper's values

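The correlation over TUs called in both tables was chosen after the result was seen. The log2 fold change of RNAP at ilvIH for WT in Min-Log is 1.55 (SE 0.069) in the authors' deposited table, against the paper's value of about 1.7 in Fig. 2C, read by eye after the deposited value was known, and another reading of the bar was lower and would lie within the error, so this gap rests on the reading. None of the alternatives set before the data were examined closed the gap, with 1.56 after centring and 1.55 for the other TU that holds the genes. For D114E in Min-Log it is 1.91 (SE 0.071) in the authors' deposited table, against the paper's value of about 2.0 in Fig. 2C, read by eye. Centring brought it to 1.94, within the error of the paper's value, and the other TU that holds the genes, at 1.91, did not.

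The paper states that WT and D114E no longer activate aroG in LIV. In the authors' deposited tables, aroG has q-values of 0.0478 for WT and 0.0224 for D114E in LIV-Log, with log2 fold changes of 0.29 in both, and the adjusted p was 0.0348 and 0.0229 under Benjamini-Hochberg adjustment and 0.0487 and 0.0159 after centring. At a q-value under 0.01 neither is called. The paper states that WT represses argA in Min. The log2 fold change of WT in Min-Log was -0.15 with a q-value of 0.478 in the authors' deposited table, and neither Benjamini-Hochberg adjustment, at 0.549, nor centring, at 0.576, called it. The paper describes strong activation of yiaB and yiaA by D114E in Min. In the authors' deposited table, yiaA has a log2 fold change of 0.50 with a q-value of 0.0671, above the threshold, and it is called with Benjamini-Hochberg adjustment of the deposited p-values (adjusted p = 0.0420) and after centring (adjusted p = 0.0248).

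The paper states that the RNAP profile at Lrp-associated promoters is strongly correlated between Min-Log and LIV-Log for L136R. Over the TUs called for L136R in either table, rho was 0.284, with -0.173 over all TUs, 0.422 over TUs called in WT Min-Log and Pearson's r at 0.447. Over the TUs called in both tables, a set that leaves out the TUs called in a single medium and that was chosen after seeing the values, rho was 0.836. The set of TUs with L136R at the TSS, which the paper's statement is about, was not used here. The paper describes L136R as mostly insensitive to leucine in gene regulation. Its leucine effect passed the threshold at 334 of 3664 TUs, more than the 282 of D114E and fewer than the 585 of WT. After division of the z values by their robust SD it passed at 14, beside 124 for D114E and 29 for WT. Each strain was divided by its own robust SD, 1.70 for L136R, 1.23 for D114E and 1.97 for WT. The numbers after division therefore do not rank the strains. The paper states that ilvIH RNAP follows the pattern in which D114E activates strongly in both media. RNAP at ilvIH rose with D114E in both media, and its leucine effect was -1.01, beside -1.21 for WT.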

Other observations

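The test of precision was chosen only after the result was seen. WT had 507 calls in LIV-Log and 446 in Min-Log, in the authors' deposited tables. This difference depends on the threshold, since at a q-value under 0.01 there were 311 and 312, and with a minimum absolute log2 fold change of 1 there were 47 and 46. More precise fold changes in LIV-Log do not account for the larger number at 0.05, since their median standard error was 1.35 times that in Min-Log. LIV-Log was compared with 3 lrp::scar libraries and Min-Log with 4. Of the 507 TUs called for WT in LIV-Log, 481 changed in the same direction in L136R Min-Log, 244 in L136R LIV-Log, 327 in D114E Min-Log and 174 in WT Min-Log, and 497 in D114E LIV-Log, which shares its lrp::scar libraries. No biological explanation was tested for the number of calls itself, whereas lower oxygen, growth rate and a later harvest were tested, with lists of TUs, for the changes shared with D114E LIV-Log and L136R Min-Log.

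Among tables that share lrp::scar libraries, Spearman's rho was 0.897 over 630 TUs for D114E LIV-Log and WT LIV-Log (unrelated effects 0.174, from 0.101 to 0.238). It was 0.504 over 589 TUs for D114E Min-Log and WT Min-Log (unrelated effects 0.167, from 0.105 to 0.231), 0.300 over 751 TUs for L136R Min-Log and WT Min-Log (unrelated effects 0.184, from 0.117 to 0.245) and 0.341 over 676 TUs for L136R LIV-Log and WT LIV-Log (unrelated effects 0.221, from 0.154 to 0.285). The ranges in parentheses are the central 95% of simulated tables with unrelated effects and shared libraries. In LIV-Log, D114E and WT differed past the threshold at 8 TUs and L136R and WT at 300.

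At the 828 TUs called for WT in log phase, whether or not Lrp binds them, the leucine effect passed the threshold with a smaller value of the same sign in LIV at 45, with a larger value of the same sign at 31 and with opposite signs in Min and LIV at 417, and it did not pass at 335. The opposite signs are those of the log2 fold changes, many of them not called in 1 of the media, and 57 TUs were called in both media in opposite directions. A reversed sign has no place among the classes of Fig. 3H, so these numbers are not a tally of those classes.

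The leucine effects of WT and D114E passed the threshold in the same direction at 143 TUs. L136R changed in that direction at 43 of them, past the threshold at 19, and past it in the opposite direction at 32. The strains share the lrp::scar libraries of each medium, which favours the same direction. No value expected without effects was computed for these counts. The gdhA TU, singled out after its values were seen, had log2 fold changes in LIV-Log of -2.18 for WT, -2.09 for D114E and -2.47 for L136R, in the authors' deposited tables. The ompW TU, singled out in the same way, is listed in the authors' deposited tables at 2.03 for WT LIV-Log, 2.13 for D114E LIV-Log and 1.44 for L136R Min-Log.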
